# Natural epigenetic polymorphisms lead to intraspecific variation in Arabidopsis gene imprinting

**DOI:** 10.7554/eLife.03198

**Published:** 2014-07-03

**Authors:** Daniela Pignatta, Robert M Erdmann, Elias Scheer, Colette L Picard, George W Bell, Mary Gehring

**Keywords:** genomic imprinting, DNA methylation, natural variation, epialleles, transposable element, seed, *A. thaliana*

## Abstract

Imprinted gene expression occurs during seed development in plants and is associated with differential DNA methylation of parental alleles, particularly at proximal transposable elements (TEs). Imprinting variability could contribute to observed parent-of-origin effects on seed development. We investigated intraspecific variation in imprinting, coupled with analysis of DNA methylation and small RNAs, among three Arabidopsis strains with diverse seed phenotypes. The majority of imprinted genes were parentally biased in the same manner among all strains. However, we identified several examples of allele-specific imprinting correlated with intraspecific epigenetic variation at a TE. We successfully predicted imprinting in additional strains based on methylation variability. We conclude that there is standing variation in imprinting even in recently diverged genotypes due to intraspecific epiallelic variation. Our data demonstrate that epiallelic variation and genomic imprinting intersect to produce novel gene expression patterns in seeds.

**DOI:** http://dx.doi.org/10.7554/eLife.03198.001

## eLife digest

When animals or plants reproduce sexually, the DNA in a sperm or pollen is combined with that in an egg cell to generate an offspring that inherits two copies of each gene, one from each parent. For a very small number of genes, the copy from one of the parents is consistently turned off. This process—called imprinting—means that the same gene can have different effects depending on if it is inherited from the mother or the father. In plants, imprinting is vital for the production of seeds and typically occurs in the endosperm: the tissue within a seed that provides nourishment to the plant embryo.

One way genes can be imprinted is by adding small chemical marks—called methyl groups—on to the DNA that makes up the gene or nearby sequences. These marks can either switch on, or switch off, the expression of the gene. DNA methylation also immobilises stretches of DNA called transposable elements, stopping them from moving from one location to another in the genome. These stretches of DNA are identified and targeted for methylation by small molecules of RNA that match their DNA sequences.

Genes that are imprinted in the endosperm of the model plant Arabidopsis are often associated with transposable elements, which can be methylated differently in the naturally occurring varieties, or strains, of Arabidopsis. However it is unclear how many genes are differently imprinted between these different strains.

Pignatta et al. looked for differences in gene imprinting, DNA methylation and small RNA production in the seeds, embryos and endosperm tissue from three strains of Arabidopsis. They also examined seeds from crosses between these three strains.

While most genes had the same imprinting pattern in all strains and crosses examined, 12 genes were imprinted differently depending on whether they were inherited from the male or female of a given strain. For example, for some genes the copy inherited from the male parent is always turned off, unless it is inherited via the pollen of one specific Arabidopsis strain. Half of this variation could be explained by a transposable element near to each gene that was methylated differently among the strains.

By comparing the differentially methylated regions in the genomes of 140 Arabidopsis strains, Pignatta et al. found that differences in methylation may affect 11% of imprinted genes—and went on to confirm variable imprinting in some Arabidopsis strains based on the presence or absence of DNA methylation.

Future work is needed to understand how variation in gene imprinting might affect the traits of hybrid seeds, and how it might affect the evolution of new traits in hybrid plants.

**DOI:** http://dx.doi.org/10.7554/eLife.03198.002

## Introduction

Diploid sexually reproducing organisms inherit an allele of each gene from both parents, which masks deleterious effects of recessive mutations. However, a subset of genes in flowering plants and mammals are subject to imprinting, whereby genes are expressed predominantly from one allele in a parent-of-origin dependent manner, such that traits controlled by these genes reflect the genotype of only one parent. Imprinted gene expression affects fetal growth regulation and postnatal behavior in mammals and the formation of viable seeds and the inhibition of interspecies hybridization in plants (Tycko and Morison, 2002; Jiang and Köhler, 2012; Kradolfer et al., 2013). Imprinting is primarily restricted to the endosperm in plants, the triploid tissue that develops alongside the embryo and is necessary for normal embryo patterning and growth. Genome-wide surveys for imprinted expression have identified several dozen to hundreds of imprinted genes in rice, maize, Arabidopsis, mice, mules, and hinnies (Gehring et al., 2011; Hsieh et al., 2011; Luo et al., 2011; Wolff et al., 2011; Zhang et al., 2011; DeVeale et al., 2012; Waters et al., 2012; Xin et al., 2013; Wang et al., 2013b). Differential DNA methylation and histone modifications between maternally-inherited and paternally-inherited alleles are important regulators of imprinted gene expression (Köhler et al., 2012). Endosperm DNA is maternally hypomethylated at thousands of discrete loci (Gehring et al., 2009; Hsieh et al., 2009; Ibarra et al., 2012) in a process dependent on the 5-methylcytosine DNA glycosylase DME (Gehring et al., 2006, 2009; Hsieh et al., 2009; Ibarra et al., 2012). Maintenance and de novo methylation pathways also appear to be compromised in the central cell and during early endosperm development (Jullien et al., 2012; Belmonte et al., 2013; Vu et al., 2013), which might further contribute to loss of methylation from the maternally inherited genome. Endosperm DMRs (differentially methylated regions) are enriched for TE sequences, although not all imprinted gene are associated with a neighboring TE (Gehring et al., 2009).

TE methylation dynamics during reproduction appear to be an important driver of imprinted gene expression, yet the epigenetic modification of TEs and their presence or absence in genomes can be variable on short evolutionary timescales. Although very few TEs are presently active in *Arabidopsis thaliana*, most differences between genomic sequences of Arabidopsis strains are due to variation in TEs (Cao et al., 2011). Many euchromatic TEs and related sequences are targeted for RNA-directed DNA methylation (RdDM), an active process through which 24-nt small RNAs derived from longer non-coding RNA transcripts direct DNA methyltransferases to cognate sequences (Law and Jacobsen, 2010). RdDM is important for maintaining transcriptional silencing of TEs. Gene expression is negatively correlated with the proximity of TEs targeted by small RNAs and methylated TEs are under stronger purifying selection when they are near genes (Hollister and Gaut, 2009; Wang et al., 2013a). TE methylation is quite stable, although loss of methylation at TEs can occur spontaneously at very low frequency (Becker et al., 2011; Schmitz et al., 2011). However, a quarter of TEs in Arabidopsis are not methylated (Ahmed et al., 2011) and only 68% are associated with small RNAs (Hollister et al., 2011). Thus the epigenetic modification status of TEs can be variable within the species, between different classes of elements, or even among elements of the same family.

The potential role of TEs in establishing or maintaining imprinted expression coupled with the evolutionary forces that select for parent-of-origin specific expression suggest that substantial intraspecific variation in imprinting could exist. Indeed, the first imprinted gene described, the maize *R* gene (Kermicle, 1970), is an example of allele-specific imprinting; only alleles that have a *Doppia* TE inserted in the promoter are imprinted (Kermicle, 1978; Walker, 1998; Alleman and Doctor, 2000). Once imprinted gene expression arises, the kinship or parental conflict theory of imprinting (Haig, 2013) posits that it could be evolutionarily selected because asymmetrically related kin (e.g., half-siblings that have the same mother but different fathers) compete for maternal resources. Thus, maternally and paternally inherited alleles of genes that influence maternal resource transfer to offspring have different optima for total gene expression levels. Plants adopt a range of different strategies with regards to maternal resource transfer to offspring—producing a few large seeds, or many small seeds. Intraspecific variation in this trait could potentially be linked to differences in the set of genes subject to imprinting in each strain. To systematically evaluate whether gene imprinting varies on short evolutionary time scales and to further understand the role of genetic and epigenetic polymorphisms in this process, we have investigated the conservation and variability of imprinting, DNA methylation, and small RNA production in reciprocal crosses among three strains of Arabidopsis. Arabidopsis is an ideal system in which to ask these questions because of the availability of genotyped and epigenotyped strains that have diverged for only a few thousand years.

Here we discovered 12 examples of allele-specific imprinting, about half of which were associated with endosperm demethylation of a TE that was variably methylated within the strains we examined. We further evaluated intraspecific methylation variability at regions targeted for CG DNA demethylation during female reproductive development for 140 strains where vegetative methylation patterns are known (Schmitz et al., 2013). Approximately 11% of imprinted genes are associated with an endosperm DMR that is variably methylated among strains. From this analysis we predicted and experimentally validated allele-specific imprinting in additional strains for two genes. The ability to predict imprinting status based on strain-to-strain variation in vegetative methylation patterns suggests that these genes are strong candidates for allelic variation in imprinting due to epigenetic differences at TEs, and thus act as epialleles. Our data demonstrate that epiallelic variation and genomic imprinting intersect to produce novel gene expression patterns in seeds. Thus, naturally occurring epialleles could have the strongest phenotypic effect during the reproductive phase of plant development, when patterns of methylation are altered.

## Results

We analyzed genome-wide DNA methylation, small RNA, and gene expression patterns in whole seeds, embryo, and endosperm of three different *Arabidopsis thaliana* strains and in reciprocal crosses among them to investigate imprinting variation within the species and to assess the role of epigenetic polymorphisms in this process. We focused on the commonly used strains Col and Ler and the more polymorphic strain Cvi (Nordborg et al., 2005). Cvi produces larger seeds than Col or Ler (Figure 1—figure supplement 1) due to increased and prolonged endosperm and integument growth (Alonso-Blanco et al., 1999), an effect that is even more pronounced when Cvi is pollinated by Col or Ler (Figure 1—figure supplement 1). In our experimental design the Col, Ler and Cvi alleles for each gene were represented twice as the maternally or paternally inherited allele, allowing us to draw conclusions about the activity of an allele independent of the genotype of the other parent in the cross.

### Allele-specific expression analysis identifies genes imprinted among all strains

We first identified genes with consistent parentally biased expression in embryo and endosperm using mRNA-seq data from six different crosses representing three sets of reciprocals: Col-Ler, Col-Cvi, and Ler-Cvi (Figure 1, Figure 1—source data 1). Imprinting could be evaluated for 16,646 loci in at least one set of reciprocal crosses and 8088 loci in all three sets of reciprocal crosses based on SNPs and sequencing depth. As previously, we implemented a series of filters to define imprinted genes (Gehring et al., 2011) ('Materials and methods') except that we added an additional filtering step to require endosperm maternally biased genes to have at least 85% maternal reads in each direction of the cross and paternally biased genes to have at least 50% paternal reads in each direction of the cross (the maternal and paternal cutoffs in the embryo were 70%) (Figure 1). In the endosperm between 122 and 145 maternally expressed imprinted genes (MEGs) were identified for each pair of reciprocal crosses (Col-Ler, Col-Cvi, or Ler-Cvi) along with between 43 and 52 paternally expressed imprinted genes (PEGs) for a total of 285 possible MEGs (including 5 TEs) and 103 PEGs in the union of all crosses (Figure 1B, Figure 1—source data 2). Many of these genes have previously been identified as imprinted genes (Figure 1—source data 4). Consistent with previous results (Gehring et al., 2011; Hsieh et al., 2011), very few potential imprinted genes were detected in the embryo (Figure 1C, Figure 1—source data 3). Imprinting calls based on whole-genome mRNA-seq were validated by sequencing or performing CAPs digestion on RT-PCR amplicons of 29 genes from independently isolated embryo and endosperm RNA samples (Figure 1—figure supplement 2, Figure 1—source data 5); results were mostly consistent with the mRNA-seq data.

**Figure 1.**
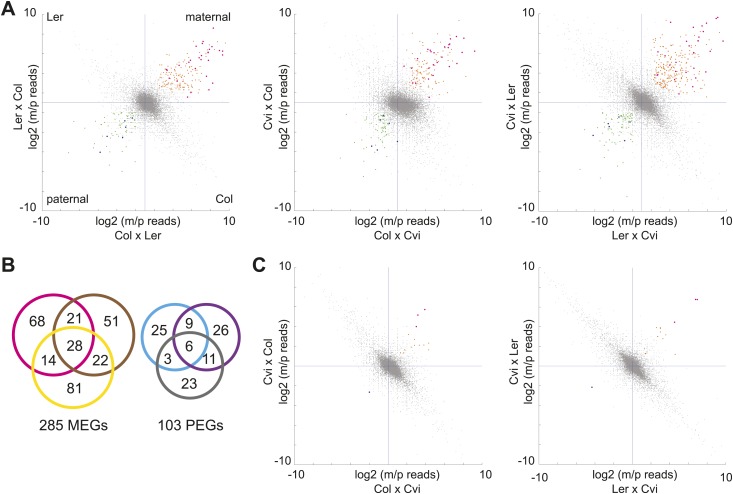
mRNA-seq identifies genes with biased expression. (**A**) Proportion of maternal (m) and paternal (p) reads for all three sets of reciprocal crosses in the endosperm. One replicate of each reciprocal cross is shown. Biases represented by each quadrant are depicted for Col-Ler endosperm crosses but apply to all graphs. Orange and pink dots represent MEGs (pink dots are MEGs in all three sets of reciprocal crosses), blue and green dots represent PEGs (blue dots are PEGs in all three sets of reciprocal crosses). Crosshairs indicate the expected log ratio for genes that lack biased expression. (**B**) Overlap of MEGs and PEGs in the endosperm among three sets of reciprocal crosses. Pink and blue circles: Col-Ler; brown and purple circles: Col-Cvi; yellow and gray circles: Ler-Cvi. (**C**) Proportion of maternal (m) and paternal (p) reads for Col-Cvi and Cvi-Ler reciprocal crosses in the embryo. Colored dots as in part **A**. Figure 1—figure supplement 1 shows seeds used in the experiment. Figure 1—figure supplement 2 shows validation of an imprinted gene. Figure 1—figure supplement 3 examines maternal:paternal ratios of imprinted genes identified in one set of crosses in the other two sets of reciprocal crosses. Figure 1—figure supplement 4 examines overall expression levels of imprinted genes at other stages of development. Information on mRNA-seq library metrics is in Figure 1—source data 1 and allele-specific expression information for all genes in endosperm and embryo is in Figure 1—source data 2 and Figure 1—source data 3, respectively. Figure 1—source data 4 shows the overlap among imprinted genes identified in this study and those identified in previous efforts and Figure 1—source data 5 includes independent validation of imprinted genes. **DOI:** http://dx.doi.org/10.7554/eLife.03198.003 10.7554/eLife.03198.004Figure 1—source data 1.mRNA-seq libraries generated in this study.**DOI:** http://dx.doi.org/10.7554/eLife.03198.004 10.7554/eLife.03198.005Figure 1—source data 2.Endosperm imprinting data for all genes.**DOI:** http://dx.doi.org/10.7554/eLife.03198.005 10.7554/eLife.03198.006Figure 1—source data 3.Embryo imprinting data for all genes.**DOI:** http://dx.doi.org/10.7554/eLife.03198.006 10.7554/eLife.03198.007Figure 1—source data 4.Overlap among published imprinted gene lists.**DOI:** http://dx.doi.org/10.7554/eLife.03198.007 10.7554/eLife.03198.008Figure 1—source data 5.Validation of imprinted genes.**DOI:** http://dx.doi.org/10.7554/eLife.03198.008

**Figure 1—figure supplement 1.**
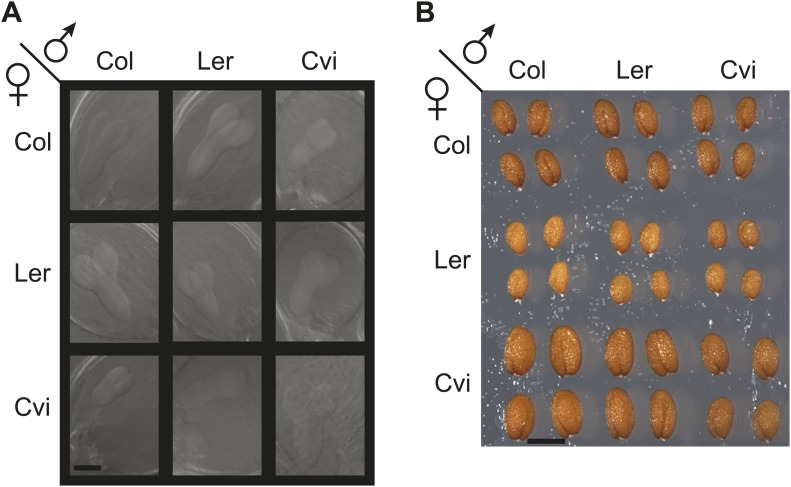
Seed development in the crosses used in this study. (**A**) Seeds cleared with chloral hydrate and imaged 6 days after pollination. Scale bar = 100 microns for all panels. (**B**) Mature seeds. Scale bar = 500 microns. **DOI:** http://dx.doi.org/10.7554/eLife.03198.009

**Figure 1—figure supplement 2.**
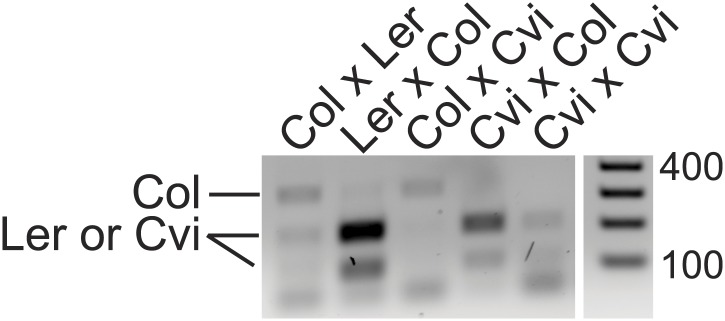
Validation of AT4G00750 allele-specific imprinting by RT-PCR and CAPs digestion. Endosperm cDNA from the indicated crosses (female in cross listed first) was amplified using intron-spanning primers that flank a C>G polymorphism between Col and Ler or Cvi and then restriction digested with Hpy188I. The PCR amplifies a 324 bp product. After digestion with Hpy188I, Col remains uncut but Ler or Cvi alleles are digested to 209 and 115 bp. Consistent with the RNA-seq data, AT4G00750 expression is primarily from the maternally inherited allele except when Ler is the male parent. AT4G00750 is a MEG in both directions of the cross for Col-Cvi. **DOI:** http://dx.doi.org/10.7554/eLife.03198.010

**Figure 1—figure supplement 3.**
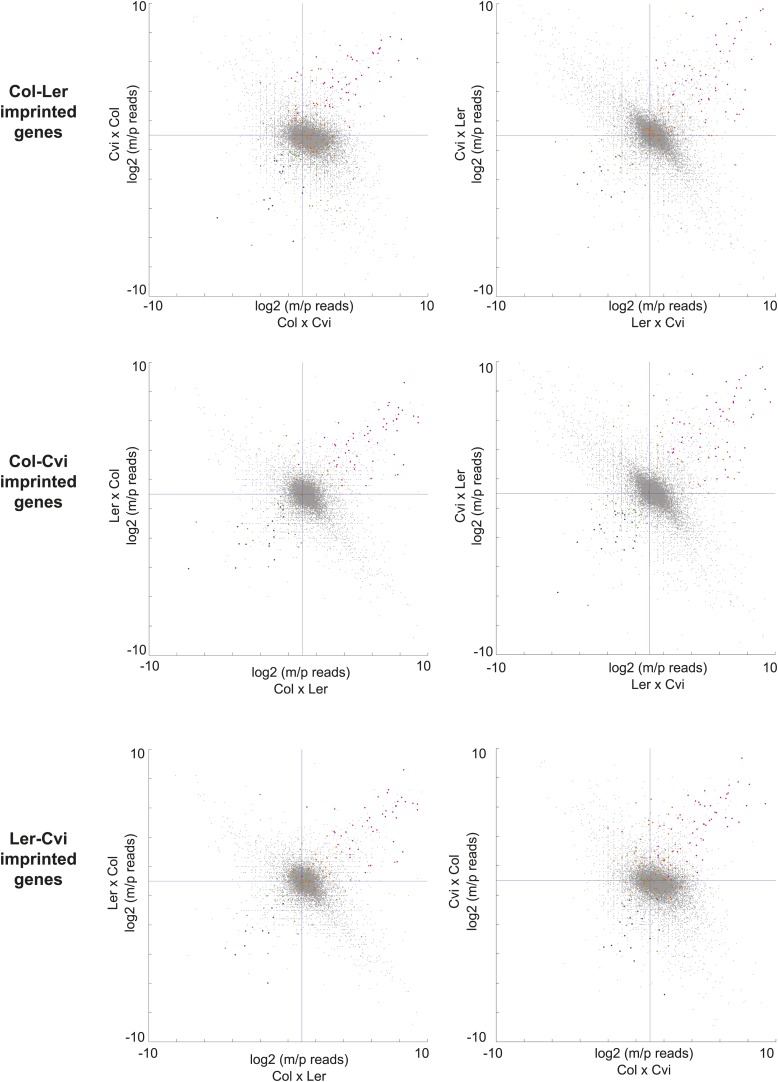
Consistency of imprinting among different sets of reciprocal crosses. Allele-specific expression ratios of imprinted genes identified in one set of reciprocal crosses in the other two sets of reciprocal crosses. Pink dots, MEGs in both sets of crosses being compared; orange dots, MEGs not shared with the dataset being plotted; blue dots, PEGs in both sets of crosses being compared; green dots, PEGs not shared with the dataset being plotted. Most pink and orange dots are in the upper right quardrant and most blue and green in the lower left, indicating consistent parental bias. m, maternal; p, paternal. **DOI:** http://dx.doi.org/10.7554/eLife.03198.011

**Figure 1—figure supplement 4.**
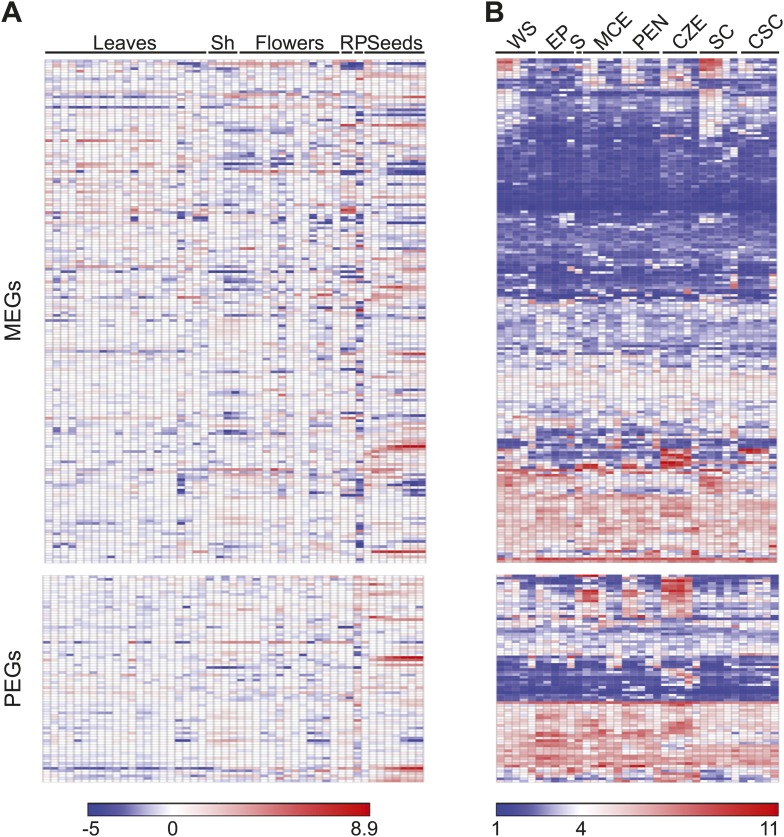
Imprinted genes are expressed at multiple stages of development. (**A**) Expression of 199 MEGs and 82 PEGs in leaves, shoot apex (Sh), flowers, roots (R), pollen (P), and seeds at various stages of development. Tissue series data was downloaded using the e-Northern expression tool from the Bio-Analytic Resource (Toufighi et al., 2005). (**B**) Expression of MEGs and PEGs in whole seeds (WS), embryo proper (EP), suspensor (S), micropylar endosperm (MCE), peripheral endosperm (PEN), chalazal endosperm (CZE), general seed coat (SC) and chalazal seed coat (CSC). Data is from Belmonte et al., 2013. Each tissue is organized by increasing developmental age from pre-globular to mature green. Data was clustered and visualized using GENE-E. Gene order is the same between **A** and **B**. **DOI:** http://dx.doi.org/10.7554/eLife.03198.012

We concluded that most genes that show strong evidence for imprinting in one cross have evidence for the same parental bias in other crosses (Figure 1—figure supplement 3). The intersection of the endosperm datasets revealed 28 MEGs and 6 PEGs in common among all three pairs of reciprocal crosses (Figure 1B). An additional 53 MEGs and 23 PEGs were identified in two of three sets of reciprocal crosses. Most MEGs and PEGs that were identified in only one set of reciprocal crosses lacked sufficient data to assess imprinting in the other crosses, due to an absence of SNPs or because of low read counts, rather than because they were clearly not parentally biased. For example, of the 73 Col-Cvi MEGs that were not among the Col-Ler MEGs, 62 lacked sufficient allele-specific data to be assessed for imprinting in Col-Ler. Of the remaining 11 genes, 8 showed strong evidence for maternal bias but did not meet all criteria for imprinting (usually failing to meet the requirement for 85% maternal reads in both directions of the cross).

We also examined the expression of imprinted genes at other stages of the plant life cycle (Figure 1—figure supplement 4). Analysis of published microarray expression data (Toufighi et al., 2005) showed that in Arabidopsis most imprinted genes are expressed at other stages of plant development (Figure 1—figure supplement 4). Within seeds, imprinted genes are most commonly expressed in chalazal endosperm (Figure 1—figure supplement 4), consistent with previous findings from individual loci (Ingouff et al., 2005). Several PEGs and MEGs are most highly expressed in mature pollen (Figure 1—figure supplement 4), probably reflecting expression in the pollen vegetative nucleus, which also undergoes active DNA demethylation (Schoft et al., 2011; Calarco et al., 2012; Ibarra et al., 2012).

Consistent with our previous study (Gehring et al., 2011), compared to all genes that could be assessed for imprinting, the PEGs identified in any of the three sets of reciprocal crosses (n = 103) were enriched for genes encoding proteins with a SRA-YDG domain (65.6-fold; p value=3.3E−6), genes involved in the biological processes regulation of RNA metabolic processes (4.1-fold; p value=4.7E−4), DNA-dependent regulation of transcription (4.1-fold, p value=8.5E−4), and DNA binding proteins (2.6-fold; p=2.5E−4). Overall, PEGs consisted of many genes known or predicted to be involved in transcription and epigenome regulation. Maize PEGs are also enriched for chromatin modifiers (Waters et al., 2013). The Arabidopsis MEGs were not enriched for any particular class of genes except for a slight enrichment for transcription factor activity (2.1-fold; p=0.035), particularly of the MYB and homeodomain types.

### A small number of genes exhibit allele-specific imprinting

We identified 9 PEGs and 3 MEGs that exhibited allele-specific imprinting (Figure 2—source data 1). Our method to identify imprinted genes explicitly relies on agreement between reciprocal crosses (‘Materials and methods’). However, genes that exhibit allele-specific imprinting will only be parentally biased when a particular strain is the male or female parent; for example a gene could be a PEG in all crosses except when Cvi is the male parent (Figure 2). From the ratio of maternal/paternal mRNA-seq reads in each cross we identified those loci that were potentially biased in one direction of the cross but not the other (‘Materials and methods’). Because each allele was included twice as the maternal or paternal parent in our experimental design, we were able to identify loci that consistently showed maternal or paternal bias when a particular strain was the male or female parent (Figure 2). These lists were then compared to the union of all MEGs and PEGs (Figure 1) to identify genes that are imprinted in one set of reciprocal crosses, but only in one direction in the other two sets of reciprocal crosses (Figure 2). We performed CAPs analysis or sequenced RT-PCR amplicons for 7 of the 12 allele-specific imprinted genes and further confirmed that they exhibited allele-specific imprinting with few exceptions (Figure 1—figure supplement 2, Figure 1—source data 5, Figure 2—source data 1).

**Figure 2.**
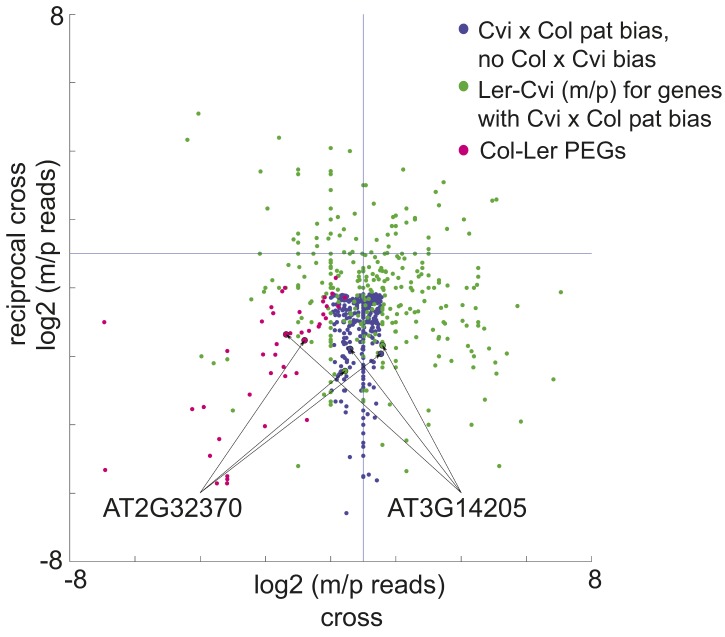
A subset of genes is only imprinted when a certain strain is the male or female parent. Process for identifying allele-specific imprinted genes that are PEGs except when Cvi is the male parent. Genes that are paternally biased in Cvi x Col but not Col x Cvi (blue dots) were identified. These genes were overlapped with the Ler-Cvi maternal/paternal log ratios for the same genes (green dots) to generate a list of candidate loci that are not PEGs when Cvi is the male parent. Intersection with Col-Ler PEGs (pink dots) identifies strain-specific imprinted genes that are PEGs except when Cvi is the male parent, including AT2G32370 and AT3G14205. All candidate allele-specific imprinted genes are in Figure 2—source data 1. m, maternal; p, paternal. **DOI:** http://dx.doi.org/10.7554/eLife.03198.013 10.7554/eLife.03198.014Figure 2—source data 1.Candidate allele-specific imprinted genes.**DOI:** http://dx.doi.org/10.7554/eLife.03198.014

### Embryo-endosperm DMRs are largely distinct from strain DMRs

To explore the potential relationship between DNA methylation and conserved and allele-specific imprinting, libraries for single base resolution DNA methylation profiling by bisulfite sequencing (BS-seq) were prepared from embryo and endosperm DNA (Figure 3—source data 1). All BS-seq libraries had a high cytosine to thymine conversion rate (at least 99.70%), indicating efficient bisulfite treatment (Figure 3—source data 1). Methylation profiles were generated from non-redundant uniquely mapping reads (‘Material and methods’). Endosperm DNA was consistently less methylated compared to embryo DNA in all sequence contexts (Figure 3—source data 1), as shown previously (Gehring et al., 2009; Hsieh et al., 2009; Ibarra et al., 2012). Embryo tissue from crosses between strains primarily displayed additive total DNA methylation (Figure 3—source data 1). In the endosperm, total methylation was more closely aligned with the methylation level of the female parent, consistent with the 2:1 ratio of maternal to paternal genomic DNA in the endosperm (Figure 3—source data 1). Interestingly, CHH methylation was not substantially reduced on a global scale in Cvi x Col endosperm (3.0%) compared to the embryo (3.1%) (Figure 3—source data 1).

Our analysis revealed an unusual methylation profile in Cvi. CG methylation in Cvi embryos (16.3%) was lower than in Col and Ler embryos (28.1% and 22.4%, respectively) (Figure 3—source data 1). We further investigated the nature of CG hypomethylation in Cvi to determine whether it was specific to certain classes of sequences or whether CG methylation was uniformly reduced across the genome. Of the three strains, Cvi had the lowest median CG methylation levels in both genes and TEs in embryos (Figure 3), but was largely unaffected in those sequences in either the CHG or CHH contexts (Figure 3C, Figure 3—figure supplement 1). Analysis of Cvi CG methylation data from leaves (Schmitz et al., 2013) confirmed that hypomethylation was not specific to embryo and endosperm but is a general property of this strain (Figure 3—figure supplement 1). Loss of CG methylation was most pronounced in gene bodies (Figure 3B,C, Figure 3—figure supplement 1), where it was 50% lower in Cvi compared to either Ler or Col (Figure 3—source data 2). CG methylation in TEs was 14% lower in Cvi than in Col, but at the same level as in Ler (Figure 3—source data 2). Reduced gene body methylation in Cvi is unlikely to be a technical artifact of mapping biases: gene bodies have fewer SNPs and indels than TEs and thus mapping efficiency is better to genes than to TEs. All of our locus-specific bisulfite sequencing confirmed the whole-genome BS data. In Arabidopsis, gene body methylation is primarily in the CG context and is maintained after DNA replication by the maintenance methyltransferase MET1 (Lister et al., 2008). Therefore, non-CG methylation pathways seem to operate normally in Cvi, but maintenance methylation appears to be compromised.

**Figure 3.**
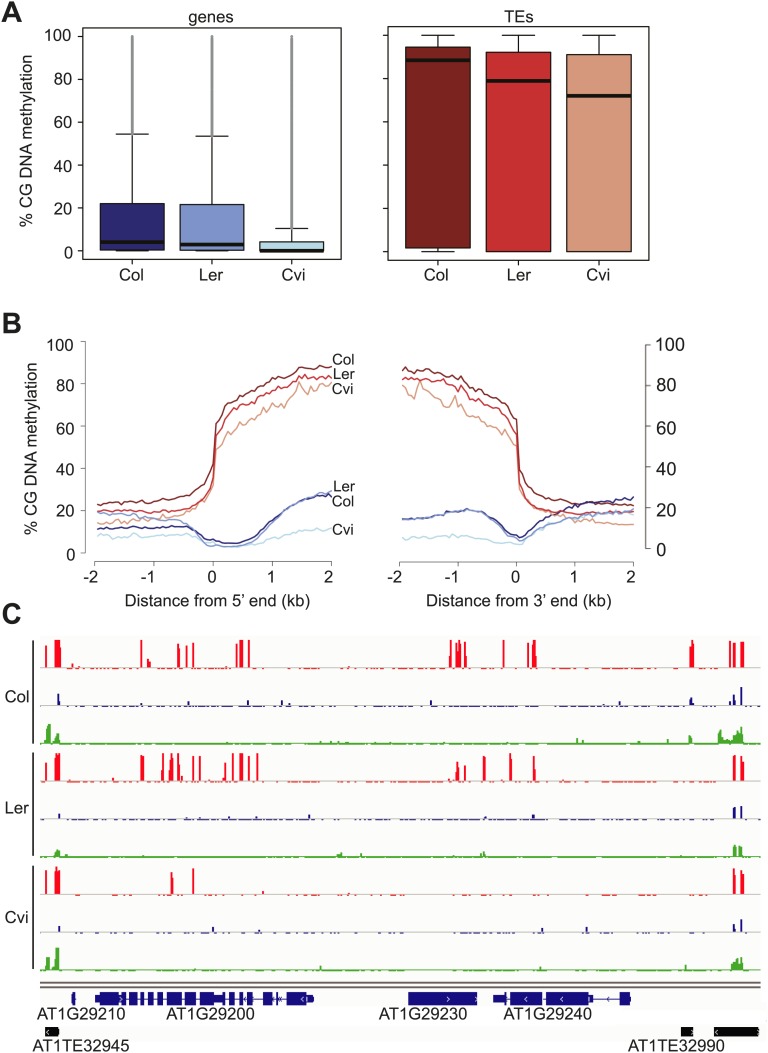
Cvi is hypomethylated in CG contexts. (**A**) Box and whiskers plots of CG DNA methylation levels of genes and TEs in Col, Ler, and Cvi embryos. Line: median; gray dots: outliers. (**B**) Average CG DNA methylation profiles of genes (blue colors) and TEs (orange colors) in Col, Ler, and Cvi embryos. Relative to Col, mean Cvi methylation level was decreased by 56% in genes (p=0.00, Tukey's HSD test) and by 14% in TEs (p=0.00, Tukey's HSD test). (**C**) DNA methylation in Col, Ler and Cvi embryos at a representative genomic region that includes genes and TEs. CG (red), CHG (blue) and CHH (green) methylation. Tick marks below the line indicate cytosines for which data was present but no methylation was detected. Figure 3—figure supplement 1 contains additonal analyses, Figure 3—source data 1 has statistics on BS-libraries and Figure 3—source data 2 shows the complete statistical analysis of methylation in Cvi compared to other strains. **DOI:** http://dx.doi.org/10.7554/eLife.03198.015 10.7554/eLife.03198.016Figure 3—source data 1.BS-Seq libraries generated in this study.**DOI:** http://dx.doi.org/10.7554/eLife.03198.016 10.7554/eLife.03198.017Figure 3—source data 2.Statistical analysis of strain differential methylation in genes and TEs.**DOI:** http://dx.doi.org/10.7554/eLife.03198.017

**Figure 3—figure supplement 1.**
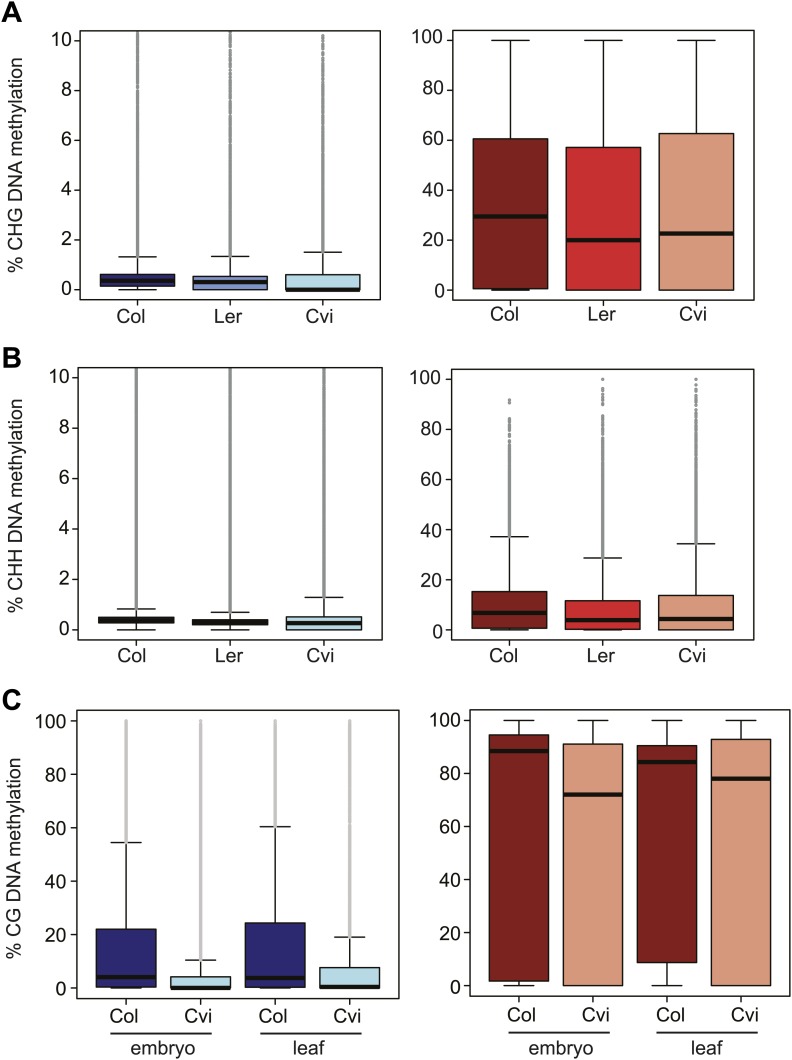
Cvi is hypomethylated in CG contexts regardless of tissue type but is not as hypomethylated in CHG and CHH contexts. Box and whisker plots of DNA methylation levels of genes (left) and TEs (right). (**A**) CHG methylation in Col, Ler, and Cvi embryos. Relative to Col, mean Cvi methylation level was decreased by 22% in genes (p<0.05, Tukey's HSD test) and by 2% in TEs (p>0.05, Tukey's HSD test). (**B**) CHH methylation in Col, Ler, and Cvi embryos. Relative to Col, mean Cvi methylation level was decreased by 26% in genes (p<0.05, Tukey's HSD test) and by 9% in TEs (p<0.05, Tukey's HSD test). (**C**) Box and whisker plots of % CG DNA methylation of genes (left) and TEs (right) in Col and Cvi embryos in comparison to Col and Cvi leaves, using methylation data from Schmitz et al. (2013). Relative to Col, mean Cvi methylation level was decreased by 56% (embryo) and 54% (leaf) in genes and by 14% in TEs in both tissues (p<0.05, Tukey's HSD test). Line: median; gray dots: outliers. Statistics are in Figure 3—source data 2. **DOI:** http://dx.doi.org/10.7554/eLife.03198.018

Genomic regions that are subject to active DNA demethylation during endosperm development in at least one strain but are variably methylated among other strains could be important contributors to an epigenetic mechanism for allele-specific imprinting. To identify embryo-endosperm DMRs and strain DMRs, we calculated weighted methylation levels (Schultz et al., 2012) in overlapping 300 nucleotide windows across the entire genome, requiring each cytosine to have at least five reads coverage to be included in the analysis (‘Materials and methods’). We then ran pairwise comparisons between all windows with sufficient coverage for embryo libraries and their matching endosperm libraries (embryo-endosperm DMRs) and for Col-0, Ler and Cvi embryo libraries against one another (strain DMRs). The distribution of differences highlighted global differences in methylation (Figure 4—figure supplement 1). To identify DMRs the analysis was restricted to differences in weighted methylation fraction of at least 35% for CG or CHG methylation, with a minimum overlap of three informative Cs between windows (i.e., at least 3 Cs at the exact same positions had sufficient coverage in both embryo and endosperm), and 10% for CHH methylation, with a minimum overlap of 10 informative Cs. We retained DMRs that had a FDR corrected p-value<0.01, reflecting whether the fraction of methylated/unmethylated counts was the same for both samples. From 365,000 to 500,000 informative 300 bp windows, 12,000–14,000 Col-Cvi and Col-Ler positive CG strain DMRs were identified, corresponding to approximately 8000 features. Most strain DMRs were in genes (Figure 4A). In Col-Ler comparisons we also identified 7453 features where Ler was more methylated than Col, but only 1749 features where Cvi was more methylated than Col because of the overall reduction of CG gene body methylation in Cvi (Figure 3, Figure 4, Figure 4—figure supplement 1). In contrast to CG DMRs, strain CHH DMRs mostly mapped to TEs and intergenic regions (Figure 4B), which are the sequences most likely to contain non-CG methylation. Similar results were obtained for Ler-Cvi comparisons (Figure 4—figure supplement 2). Independent validation by methylation-sensitive PCR or locus-specific BS-PCR of six loci confirmed our genome-wide analyses (Figure 4—figure supplement 3).

**Figure 4.**
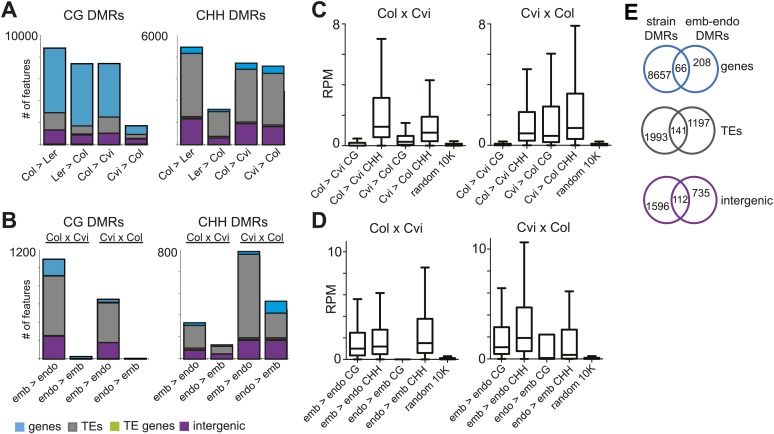
Strain DMRs and embryo-endosperm DMRs are in distinct genomic regions. (**A**) Number of features overlapping strain DMRs between Col and Ler or Col and Cvi embryos. (**B**) Number of features overlapping embryo-endosperm DMRs in Col x Cvi and Cvi x Col crosses. (**C** and **D**) 24 nt small RNA quantities (reads per million) corresponding to Col-Cvi strain (**C**) and Col x Cvi or Cvi x Col embryo-endosperm DMRs (**D**). (**E**) Overlap between Col-Cvi strain positive CG DMRs (more methylated in Col than Cvi) and the union of Col x Cvi and Cvi x Col embryo-endosperm CG DMRs (embryo more methylated than endosperm) corresponding to genes, TEs, and intergenic regions. Figure 4—figure supplement 1 show the distribution of all methylation differences; Figure 4—figure supplement 2 shows DMR analysis in Ler-Cvi crosses and other datasets; Figure 4—figure supplement 3 validates DMRs identified in this analysis; Figure 4—figure supplement 4 examines small RNAs at TEs and Figure 4—figure supplement 5 shows the overlap of embryo-endosperm CpG DMRs with previous studies. sRNA-seq library metrics are in Figure 4—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.03198.023 10.7554/eLife.03198.024Figure 4—source data 1.Whole seed sRNA-seq libraries generated in this study.**DOI:** http://dx.doi.org/10.7554/eLife.03198.024

**Figure 4—figure supplement 1.**
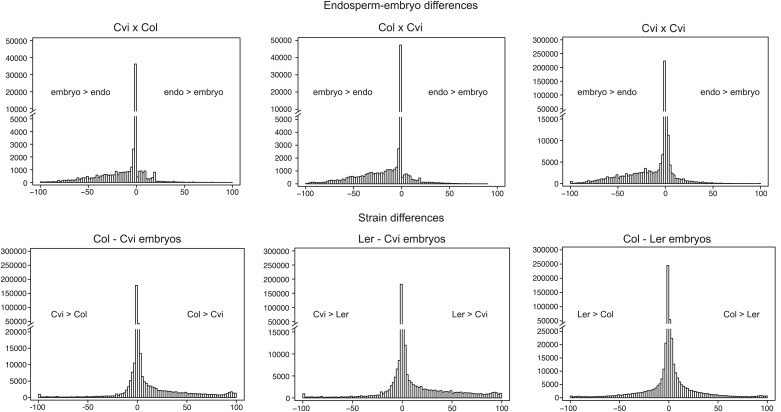
Distribution of endosperm-embryo and strain CG DNA methylation differences. Histograms showing the distribution of all the 300 nt comparisons irrespective of the associated p-value. x axis: difference in weighted methylation; y axis: number of windows. **DOI:** http://dx.doi.org/10.7554/eLife.03198.025

**Figure 4—figure supplement 2.**
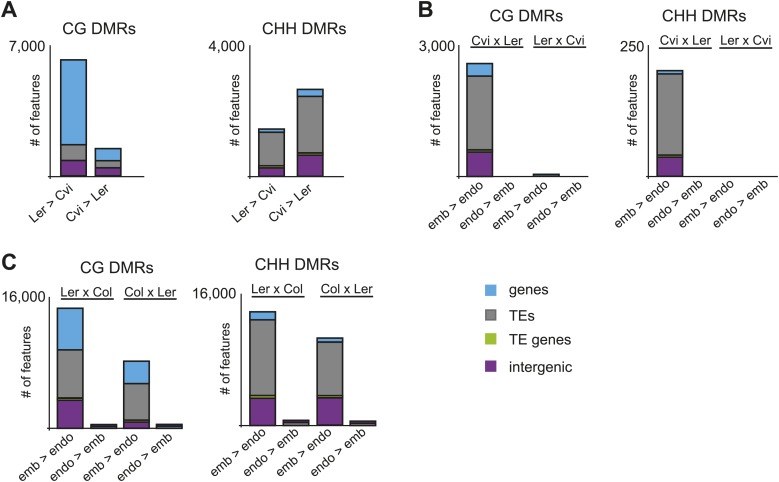
Ler and Cvi strain DMRs and embryo-endosperm DMRs in additional datasets. (**A**) Number of features overlapping strain DMRs between Ler and Cvi embryos. (**B**) Number of features overlapping embryo-endosperm DMRs in Cvi x Ler and Ler x Cvi crosses. (**C**) Number of features overlapping embryo-endosperm DMRs in Ler x Col and Col x Ler crosses (analysis of dataset from Ibarra et al., 2012). **DOI:** http://dx.doi.org/10.7554/eLife.03198.026

**Figure 4—figure supplement 3.**
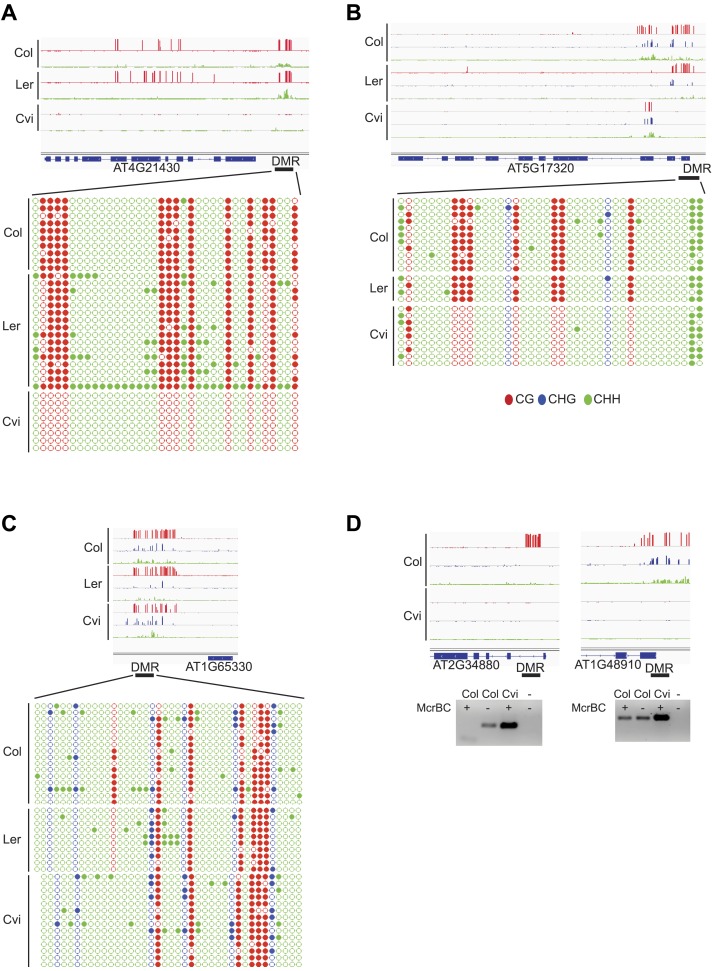
Validation of BS-seq results with locus-specific BS-PCR or McrBC-PCR. (**A**) AT4G21430. (**B**) AT5G17320. (**C**) AT1G65330. Top: CG, CHG and CHH methylation profiles of Col, Ler, and Cvi embryos and strain DMRs selected for validation. Bottom: methylation of individual sequenced clones from locus-specific BS-PCR. Filled circles indicate methylation, whereas unmethylated positions remain unfilled. (**D**) McrBC digestion of leaf genomic DNA followed by PCR of AT2G34880 and AT1G48910. **DOI:** http://dx.doi.org/10.7554/eLife.03198.027

**Figure 4—figure supplement 4.**
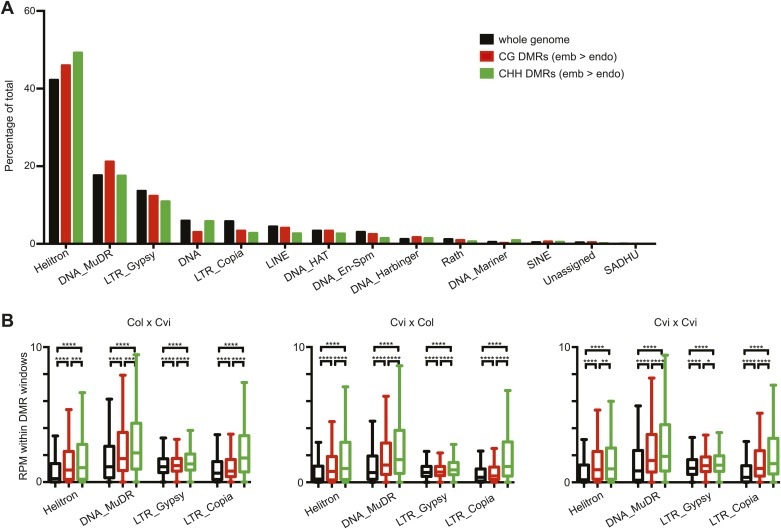
Distribution of TE superfamilies and small RNAs within embryo-endosperm DMRs. (**A**) TE superfamilies overlapped by CG or CHH DMRs (embryo > endosperm methylation in Cvi x Cvi) in comparison to the whole genome TE representation. TE superfamilies are as defined by TAIR10. (**B**) Box plots depicting the number of 21–24 nt small RNAs (reads per million) overlapping: all TEs of the designated class (black), CG DMRs (red) or CHH DMRs (green). p-values were calculated using the Wilcoxon-Mann-Whitney test, followed by a Bonferroni correction. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.03198.028

**Figure 4—figure supplement 5.**
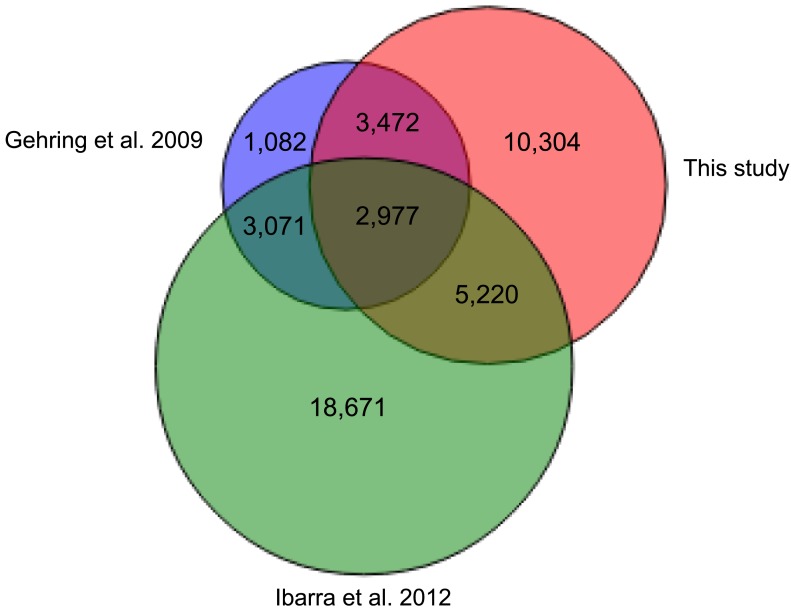
Overlap of embryo-endosperm CG DMRs with previous studies. This study: DMRs identified from all matched comparisons, Gehring et al., 2009: Col-glxCol-gl and LerxLer DMRs, Ibarra et al., 2012: ColxLer and LerxCol DMRs combined. To identify the DMRs, this study and Ibarra et al. (2012) datasets were analyzed with the same analysis pipeline described in ‘Materials and methods’. Minimum overlap required between DMRs = 100 nt. **DOI:** http://dx.doi.org/10.7554/eLife.03198.029

We identified fewer embryo-endosperm DMRs than strain DMRs, although lower BS-seq coverage in the endosperm was likely a major contributing factor (Figure 4B, Figure 3—source data 1). From 23,000 informative windows in the Col x Cvi embryo-endosperm comparison we identified 2305 positive CG DMRs, corresponding to 1100 features where the embryo was more methylated than the endosperm (Figure 4B). In contrast to strain DMRs and consistent with previous findings (Gehring et al., 2009; Ibarra et al., 2012), most regions hypomethylated in the endosperm in both the CG and CHH contexts correspond to intergenic regions and annotated transposable element fragments. Helitron and Mu elements were most commonly represented among demethylated TEs overlapped by a DMR, reflecting their abundance in the genome (Figure 4—figure supplement 4; Gehring et al., 2009). It is important to note that although Cvi has a global methylation profile distinct from Col and Ler (Figure 3, Figure 3—source data 1), endosperm demethylation dynamics appear to be the same. This reflects the fact that regions targeted for active DNA demethylation are depleted of genes, which is where most strain-specific methylation differences in Cvi reside.

Using our analysis pipeline we also identified embryo-endosperm DMRs from published BS-seq data from Col x Ler and Ler x Col embryo and endosperm isolated at a slightly later developmental stage (Ibarra et al., 2012). These datasets have higher endosperm coverage and slightly lower embryo coverage than our datasets. 40% of DMRs were in common when our union set of DMRs (identified in any matching embryo-endosperm comparison among our datasets; n = 21,973) was compared to the Ibarra embryo-endosperm DMRs (Figure 4—figure supplement 5). 61% of the embryo-endosperm DMRs we previously identified in Col-*gl* and Ler seeds by meDIP-seq (Gehring et al., 2009) were identified in our current study (Figure 4—figure supplement 5), indicating a high degree of overlap between this study and others.

### Embryo-endosperm DMRs are enriched for whole seed small RNAs

Because methylation of TEs and other repetitive sequences is often associated with small RNAs and because small RNAs are abundant in seeds (Mosher et al., 2009), we sequenced small RNAs from whole seeds at 6 DAP, obtaining 20–30 million high-quality reads for biological replicates of each sample (Figure 4—source data 1). 

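Whole seeds at 6 DAP from crosses among Col (Columbia), Ler (Landsberg erecta) and Cvi (Cape Verde Islands), which are natural strains of A. thaliana, gave 12 small RNA libraries. There were 2 biological replicates each of Col x Cvi, Cvi x Col, Col x Ler, Ler x Col and Cvi x Cvi, and 1 library each of Col x Col and Ler x Ler, with the female parent written first. The authors processed the Col x Col library with both the Col/Cvi and the Col/Ler SNP lists, and it is counted here as 1 library. The authors trimmed the reads, aligned them with Bowtie, using a metagenome of both parental genomes for hybrids, placed a read with several best matches at 1 of them at random, and converted positions to TAIR10 coordinates. Reads at tRNA, snRNA, rRNA and snoRNA genes were removed. The processed values cover reads of 21 to 24 nt together, whereas the paper's plots around genes use 24 nt reads, so 24 nt reads were not analysed here on their own. One kind of value is RPM in windows of 300 nt that start every 200 nt, and the other is the number of reads at each SNP that carry the base of each strain. A read that covers several SNPs was counted at each of them, and SNPs without reads are not listed. All RPM values (100%) were whole multiples of what 1 read is worth in their library, which gives the number of reads behind the RPM scale. This depth was 13645000 reads for Col x Col with the Col/Cvi list and 13712000 with the Col/Ler list. It was 4669000 and 7796000 reads for Col x Cvi replicates 1 and 2, 6606000 and 23620000 for Cvi x Col, 17997000 and 20903000 for Cvi x Cvi, 5103000 and 8173000 for Col x Ler, 5915000 and 14677000 for Ler x Col, and 6015000 for Ler x Ler. The depth also differed between the replicates of a cross, by the most in Cvi x Col. The paper's reported numbers of reads mapped to the metagenome, before structural RNAs were removed, range from 4782170 to 24104506 over the 8 hybrid libraries, and the RPM values use the depth after that step. Counts assigned to a strain at SNPs, called allele-specific counts below, came to 449056 and 753206 for Col x Cvi, 725434 and 2936583 for Cvi x Col, 194666 and 362481 for Col x Ler, and 301402 and 880373 for Ler x Col. For gene regions, each window stood for the 200 nt in its middle at its RPM per nt, so that the overlap of neighbouring windows was not counted at both, and levels are given as RPM per kb. Reads of small RNA libraries without molecular identifiers are not independent molecules, so the confidence intervals given with shares cover counting error only.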

Data from whole seeds cannot distinguish among small RNAs from the seed coat, embryo, or endosperm, but at 6 DAP RdDM pathway genes are expressed in both embryo and endosperm (Jullien et al., 2012; Belmonte et al., 2013), suggesting that both tissues have the ability to produce small RNAs. Strain specific CG DMRs have very low levels of small RNAs, consistent with these DMRs residing mainly in genes, which are not targeted by the RdDM pathway (Figure 4C). In contrast, CG DMRs where the embryo is more methylated than the endosperm are enriched for small RNAs compared to strain DMRs (Wilcoxon-Mann-Whitney test, p<0.0001) or compared to a set of random genomic loci (Figure 4D). TEs overlapping embryo-endosperm CG DMRs have on average higher levels of small RNAs in whole seeds than do all TEs on average from that family (Figure 4—figure supplement 4). Both strain and embryo-endosperm CHH DMRs are associated with small RNAs (Figure 4C,D).

### Correspondence between imprinted genes, differential methylation, and small RNAs

We examined the overlap of the union set of imprinted genes (including within the gene and 2 kb from the 5′ and 3′ ends) and the CG and/or CHH embryo-endosperm DMRs. Over 40% of the MEGs (121/285) overlapped a CG DMR within these regions, but this was not a significant enrichment compared to a random set of the same number of genes (Fisher's exact test p-value=0.3477), nor was the overlap (176/285) when Ibarra et al. CG DMRs were also included in the analysis. In contrast, PEGs were significantly enriched for CG DMRs (64/103; p=0.0174) (Figure 5). Furthermore, of the 29 PEGs that are in common among at least two of three sets of reciprocal crosses (Figure 1B), 22 are associated with a proximal TE, primarily within 1 kb 5′ of the transcription start site (Figure 5). Fewer MEGs exhibit a correlation with presence of a TE (40/85), consistent with the lower correlation between DNA demethylation and imprinted expression for MEGs (Figure 5).

**Figure 5.**
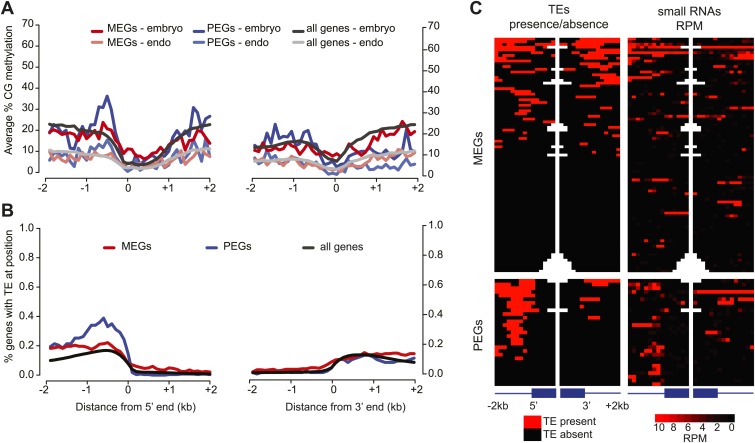
Correspondence between DNA methylation, TEs, and sRNAs for imprinted genes. (**A**) Average CG methylation in embryo and endosperm for the union set of PEGs, MEGs and all genes. (**B**) Percentage of genes with TE at indicated position. (**C**) Distribution of TEs and 24 nt small RNAs around endosperm imprinted MEGs (n = 85) and PEGs (n = 29) identified in at least two of three sets of reciprocal crosses. TE heatmap indicates the presence or absence of TEs according to TAIR10 annotation. 24 nt small RNA data is from ColxCvi whole seeds. Other libraries showed the same overall small RNA profile. Values were calculated in 200 nt windows extending 2 kb upstream and downstream from the 5′ and 3′ ends of the gene and 1 kb into the gene body. White indicates the absence of data. Figure 5—figure supplement 1 shows H3K27me3 profiles around imprinted genes in vegetative tissues. Figure 5—figure supplement 2 and Figure 5—figure supplement 3 further explore the distribution and allelic contribution of small RNAs associated with imprinted genes. **DOI:** http://dx.doi.org/10.7554/eLife.03198.030

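The small RNA profiles of the libraries were compared around 166 MEGs from part of the supplementary list, in bins of 200 nt from 2 kb 5′ of the gene to 1 kb inside it and from 1 kb inside its 3′ end to 2 kb 3′ of it. Spearman's rho was computed across the 4910 bins between each library and the mean of the 2 Col x Cvi libraries, with reads of 21 to 24 nt. Over the other 10 libraries the median rho was 0.577 (SD 0.0205), from 0.549 for Cvi x Cvi replicate 1 to 0.616 for Col x Col. The Col x Cvi replicates had a rho of 0.651 with each other. With only the 4690 bins that had RPM above 0 in at least 1 library, the median rho was 0.571. These correlations run across bins of genes, which are not independent replicates, so no p-value is given.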

**Figure 5—figure supplement 1.**
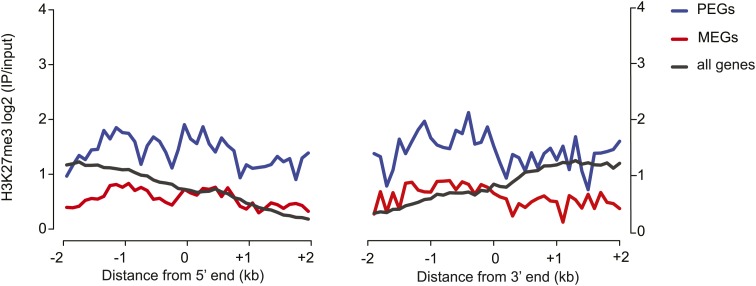
Histone H3 lysine 27 trimethylation (H3K27me3) profiles of PEGs and MEGs in vegetative tissues. H3K27me3 leaf data from Lafos et al. (2011). **DOI:** http://dx.doi.org/10.7554/eLife.03198.031

**Figure 5—figure supplement 2.**
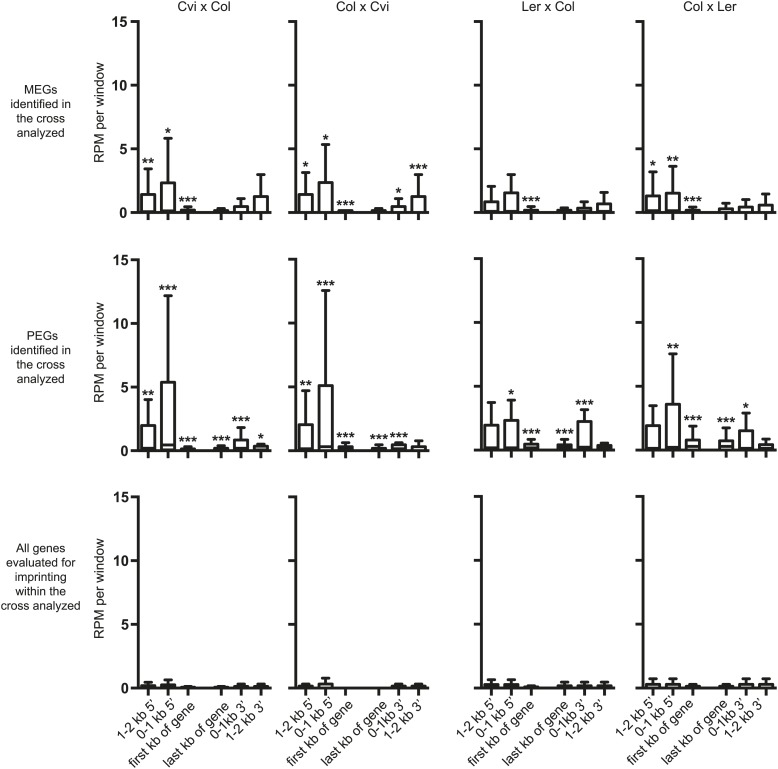
Small RNA levels around imprinted genes. Box plots depicting 24 nt sRNAs in reads per million reads (RPM) within 1 kb windows associated with MEGs, PEGs, or all genes that could be evaluated for imprinted expression within that cross. Asterisks indicate significance when compared to all genes analyzed. p-values were calculated using the Wilcoxon-Mann-Whitney test, followed by a Bonferroni correction. *p<0.05; **p<0.01; ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.03198.032

**Figure 5—figure supplement 3.**
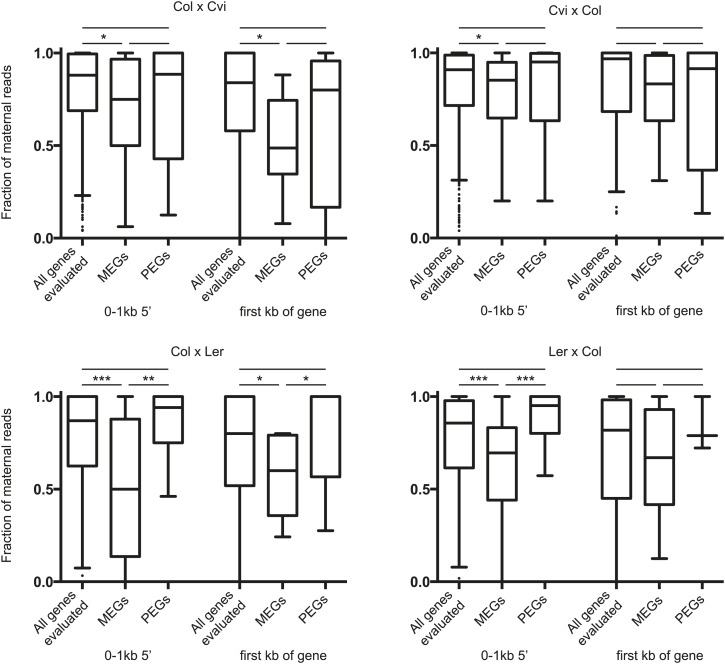
Fraction of maternal small RNAs near the 5’ end of imprinted genes. Boxplots illustrating the fraction of classified 24 nt sRNA reads identified as derived from the maternally inherited genome for the set of all genes that were analyzed for imprinting, the union of all identified MEGs, and the union of all identified PEGs (Figure 1B). Windows had to exceed a threshold of five classified reads (i.e., reads that could be assigned to the maternal or paternal genome based on SNPs) to be included in the analysis. p-values were calculated using the Wilcoxon-Mann-Whitney test. *p<0.05; **p<0.01; ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.03198.033

We also examined the distribution of total and allele-specific small RNAs around MEGs and PEGs. 

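The level of 21 to 24 nt small RNAs was averaged over 37899 annotated nuclear genes, 166 MEGs and 19 PEGs in each of 6 regions, and then over the 12 libraries, so that the SD covers different crosses. For all genes the mean was 7.99 ± 0.590 RPM per kb (SD, n = 12) from 1 to 2 kb 5′ of the gene, 7.95 ± 0.747 in the kb 5′ of the gene, 20.0 ± 2.56 in the first kb of the gene, 20.5 ± 2.58 in the last kb, 10.5 ± 1.07 in the kb 3′ of the gene and 8.09 ± 0.596 from 1 to 2 kb 3′ of it. The last kb had the highest mean in 12 of 12 libraries, and the kb 5′ of the gene was lower than it by 12.6 RPM per kb (two-sided exact sign-flip permutation test over libraries, p = 0.000488, the smallest that 12 libraries allow). The difference between the kb 5′ of the gene and the region 1 to 2 kb 5′ was within the spread between libraries (difference -0.0346, exact p = 0.759). These means rest on few genes, since the top 1% of genes held 92.8% of the sum in the last kb and 72.6% in the kb 5′ of the gene. AT3G22886, a miRNA gene on chromosome 3 from 8108072 to 8108209, held 13.9% of the sum in the last kb. In genes shorter than 1 kb, the first and the last kb were both the whole gene, and the level was divided by its length. AT3G22886 thus counted with 108159 RPM per kb in both. In such genes these 2 regions also cover less sequence than a flanking kb, so fewer reads can fall in them. The share of genes with RPM above 0, which does not weigh genes by their level, was 67.5% ± 12.7 (SD, n = 12) in the kb 5′ of the gene and 61.2% ± 13.3 in the last kb, and was highest in the kb 5′ of the gene in 11 of 12 libraries. For MEGs the mean was 3.24 ± 0.378 RPM per kb in the kb 5′ of the gene and 1.74 ± 0.219 in the first kb (exact p = 0.000488, n = 12), and was highest from 1 to 2 kb 3′ of the gene at 25.3 ± 9.59. That value came mostly from AT3G54100, on chromosome 3 from 20033951 to 20038200, and was 2.41 RPM per kb without it. For PEGs the mean was 3.55 ± 0.844 RPM per kb in the kb 5′ of the gene and 141 ± 68.2 from 1 to 2 kb 3′ of it, where AT1G48910, on chromosome 1 from 18091681 to 18093878, held 75.5% of the sum.

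**Figure D1:**
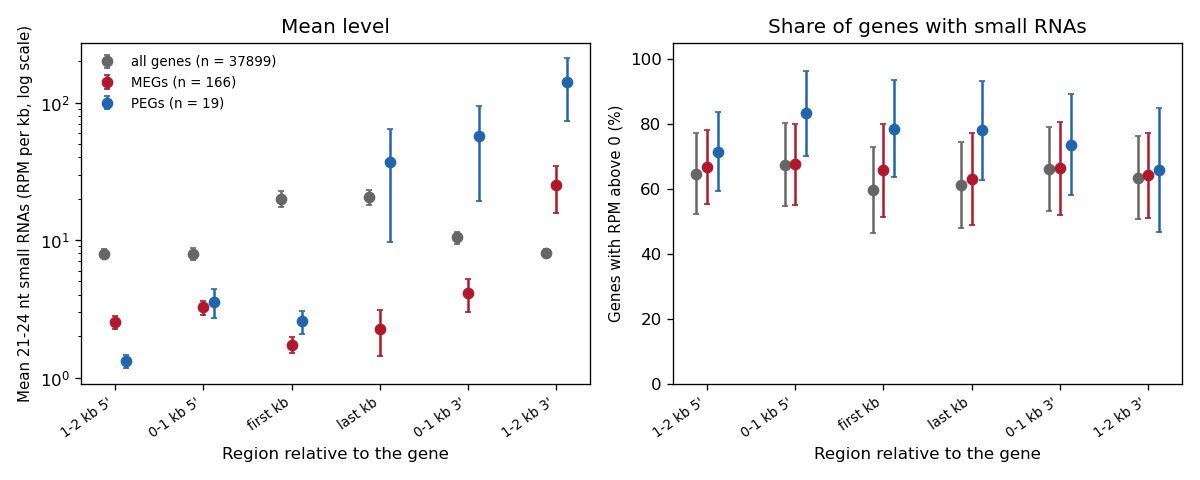
Small RNA levels by gene region. Left, mean level in RPM per kb on a log scale; right, percent of genes with RPM above 0; points are means over the 12 libraries and bars are the SD, for all genes (grey), MEGs (red) and PEGs (blue). For all genes the mean level was highest in the last kb at 20.5 RPM per kb, and the share of genes with small RNAs was highest in the kb 5′ of the gene at 67.5%. In genes shorter than 1 kb, the first and last kb are the whole gene, at its level per kb of its own length.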

The highest average levels of small RNAs are found at the 5′ end of the gene (Figure 5—figure supplement 2). Despite the lack of DMR enrichment, MEGs are enriched for small RNAs within the first kilobase of the gene in all crosses examined and in the first kb 5′ of the gene in a subset of the samples (Figure 5—figure supplement 2). 

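Levels at MEGs were compared with those at other genes in each hybrid cross, with RPM of 21 to 24 nt reads averaged over the 2 replicates. Only part of the paper's MEG list was used here. The MEGs were those of that part called in the same strains, 67 for the Col-Cvi crosses and 71 for the Col-Ler crosses. The background was 22547 other annotated nuclear genes over the same range of loci. In the first kb of the gene, the probability that a MEG had a higher level than a background gene, with ties counted as 0.5, was 0.547 in Col x Cvi, 0.582 in Cvi x Col, 0.534 in Col x Ler and 0.487 in Ler x Col. Median levels of MEGs and of the background there were 0.122 and 0.0832 RPM per kb in Col x Cvi, 0.163 and 0.0847 in Cvi x Col, 0.137 and 0.0816 in Col x Ler, and 0.112 and 0.113 in Ler x Col. A single read was worth 0.214 and 0.128 RPM in the Col x Cvi replicates and 0.151 and 0.0423 in Cvi x Col. It was worth 0.196 and 0.122 RPM in Col x Ler and 0.169 and 0.0681 in Ler x Col. These medians are therefore near the worth of 1 read per kb or below it. Two-sided permutation p-values from 100000 random gene sets were 0.176, 0.0189, 0.311 and 0.705 in the same order, and after Benjamini-Hochberg adjustment over 48 tests of gene sets, regions and crosses they were 0.629, 0.304, 0.715 and 0.868. In the kb 5′ of the gene the probabilities were 0.514, 0.470, 0.515 and 0.497, with adjusted p-values of 0.862, 0.729, 0.862 and 0.968. With this background, which includes genes that do not encode proteins, no difference at these MEGs in these regions passed an adjusted p of 0.05. In simulated data, sets of 67 genes raised by 8-fold had an unadjusted p under 0.05 in 82.9% of cases and those raised by 2-fold in 26.75%. These sets were drawn at random from first-kb levels of all annotated genes in Col x Cvi. Their levels were multiplied, so genes at 0 stayed at 0. The alternative that moved the first kb most was to use as background the genes evaluated for imprinting, of which 1198 were used here in the Col-Cvi crosses and 886 in the Col-Ler crosses, with 6 and 4 MEGs. The probabilities were then 0.704 in Col x Cvi, 0.467 in Cvi x Col, 0.444 in Col x Ler and 0.349 in Ler x Col, with adjusted p-values from permutation tests of 0.235, 0.852, 0.850 and 0.610. With protein-coding genes only, the probabilities were 0.620 in Col x Cvi, 0.660 in Cvi x Col, 0.601 in Col x Ler and 0.545 in Ler x Col, with adjusted p-values of 0.00552, 0.00048, 0.0144 and 0.240. The paper's comparison in Figure 5—figure supplement 2 used 24 nt reads and all genes that could be evaluated for imprinting in the cross, and from it the paper states that MEGs are enriched for small RNAs.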

Small RNAs associated with PEGs are enriched in the first kb 5′ of the gene—where most PEG-associated TEs are located (Figure 5)—and in the gene body, although levels 5′ of the gene are much higher (Figure 5—figure supplement 2).

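A like comparison was made for 19 PEGs found in the paper's text and source data, which are only part of its PEGs, against 37697 other annotated nuclear genes. Unlike the MEGs, all 19 were used in every cross, whichever strains they were called in. They include 9 PEGs with allele-specific imprinting. Among these are HDG3 and AT3G14205, which the paper reports are not PEGs when Cvi is the father. In the kb 5′ of the gene, the probability that a PEG had a higher level of 21 to 24 nt small RNAs than a background gene was 0.604 in Col x Cvi, 0.627 in Cvi x Col, 0.632 in Col x Ler and 0.648 in Ler x Col. Median levels of PEGs and of the background there were 0.205 and 0.115 RPM per kb in Col x Cvi, 0.229 and 0.121 in Cvi x Col, 0.367 and 0.129 in Col x Ler, and 0.762 and 0.135 in Ler x Col. The background medians are again near the worth of 1 read per kb. Two-sided permutation p-values were 0.112, 0.0553, 0.044 and 0.0253, and none passed an adjusted p of 0.05 over the 48 tests (0.539, 0.316, 0.316 and 0.304). Simulated sets of 19 genes raised by 8-fold had an unadjusted p under 0.05 in 39.25% of cases. These sets used levels of the first kb in Col x Cvi, so the share does not give the power in the kb 5′ of the gene. In the first kb of the gene the probabilities were 0.577, 0.590, 0.678 and 0.584, with adjusted p-values of 0.629, 0.629, 0.259 and 0.629. With protein-coding genes only, the adjusted p-values in the kb 5′ of the gene were 0.0497, 0.0238, 0.016 and 0.00789, and those in the first kb were 0.0332, 0.0247, 0.00048 and 0.029. Over the 12 libraries, the mean level of PEGs was 3.55 ± 0.844 RPM per kb (SD) in the kb 5′ of the gene and 2.57 ± 0.488 in the first kb, higher 5′ of the gene in 11 of 12 libraries (two-sided exact sign-flip permutation test, p = 0.000977). This test runs over libraries with the same 19 genes, so it does not measure the spread between PEGs. AT1G31640, on chromosome 1 from 11322692 to 11324176, held 89.0% of the sum in the first kb, and without it the mean there was 0.300 RPM per kb. AT2G25560 held 29.5% of the sum in the kb 5′ of the gene, and without it the mean there was 2.64 RPM per kb. The difference thus rests on single genes on both sides.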

We examined whether MEGs or PEGs differed in the maternal/paternal fraction of associated small RNAs. Previous data suggested that small RNAs corresponding to TEs associated with MEGs accumulate in sperm cells (Calarco et al., 2012); in these instances the silent paternal allele would already be targeted for RdDM in sperm. Paternal small RNAs, which in whole seeds must be derived from the endosperm or embryo genomes, constituted 6–24% of RNAs that could be assigned to a specific allele, depending on the cross (Figure 4—source data 1). 

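The paternal share was taken as the percent of allele-specific counts of 21 to 24 nt reads that carried the base of the father's strain, over all SNPs of a library. It was 13.6% (95% Wilson confidence interval 13.5 to 13.7) and 14.2% (14.1 to 14.2) in the Col x Cvi replicates, a mean of 13.9% ± 0.365 (SD, n = 2). In Cvi x Col it was 6.88% (6.82 to 6.94) and 5.72% (5.69 to 5.75), a mean of 6.30% ± 0.821. In Col x Ler it was 18.7% (18.6 to 18.9) and 24.5% (24.4 to 24.7), a mean of 21.6% ± 4.09, and in Ler x Col it was 19.8% (19.6 to 19.9) and 16.0% (15.9 to 16.0), a mean of 17.9% ± 2.67. The intervals are narrow because between 194666 and 2936583 counts lie behind each share, so the replicates differed by more than counting error, and the difference between the means of Col x Ler and Ler x Col was smaller than the SD of Col x Ler. The counts were concentrated, since the 1% of SNPs with the most counts held between 45.3% (Col x Ler replicate 1) and 72.5% (Cvi x Col replicate 2) of them. With the top 1% of SNPs left out, the mean share was 28.4% in Col x Cvi, 17.3% in Cvi x Col, 33.7% in Col x Ler and 33.4% in Ler x Col, and as a mean over bins of 10 kb it was 30.6%, 20.4%, 29.8% and 31.0%. The mean over bins moved the share most in Col x Cvi and Cvi x Col, and leaving out the top 1% of SNPs did so in Col x Ler and Ler x Col. With only SNPs that had at least 10 counts in the parental crosses and at most 5% of them misclassified, it was 10.4%, 4.20%, 13.0% and 10.2%. The share was lower in Cvi x Col than in Col x Cvi under each of these settings.

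**Figure D2:**
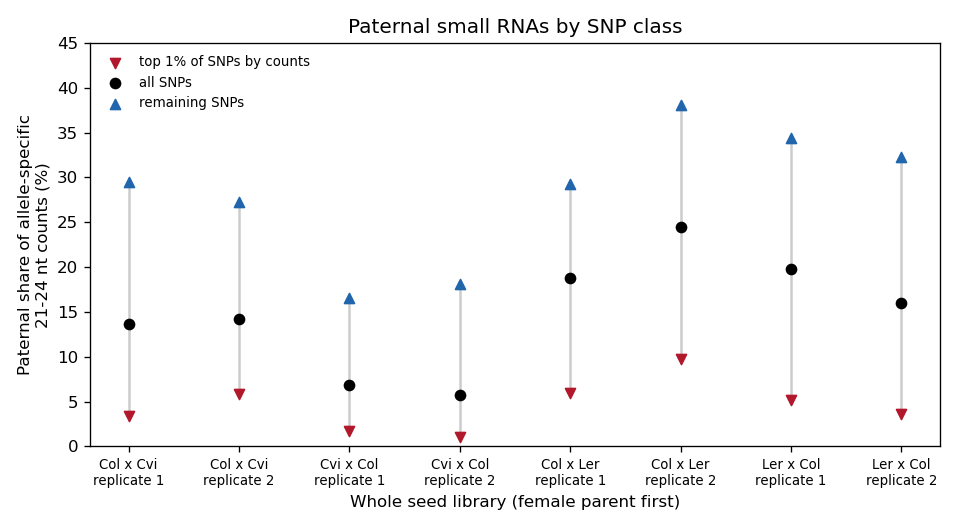
Paternal share of allele-specific counts in each of the 8 hybrid libraries, in percent, for all SNPs (black circles), the 1% of SNPs with the most counts (red) and the remaining SNPs (blue). In every library the share at the remaining SNPs, from 16.5% to 38.1%, lies above that at the top 1%, from 1.03% to 9.81%.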

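With counts of the 2 replicates of a cross summed and at least 5 allele-specific counts required, few imprinted genes remained. In the kb 5′ of the gene, 23 of the 166 MEGs remained in Col x Cvi, 30 in Cvi x Col, 19 in Col x Ler and 22 in Ler x Col, and in the first kb of the gene 6, 13, 11 and 15 remained. Of the 19 PEGs, 5, 6, 4 and 7 remained in the kb 5′ of the gene, and 1, 2, 1 and 1 in the first kb. The median number of counts behind a MEG's fraction in the kb 5′ of the gene was 15 in Col x Cvi, 26.5 in Cvi x Col, 14 in Col x Ler and 14.5 in Ler x Col, so that the fraction of a single gene is imprecise.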

We calculated the fraction of maternal small RNA reads for the region 1 kb 5′ and 3′ of the transcription start site of imprinted genes, retaining only those regions with at least five allele-specific reads in our analysis. MEGs were enriched for small RNAs derived from the paternally-inherited genome compared to all genes that could be evaluated for imprinting (Figure 5—figure supplement 3). This suggests that silencing of the paternal allele of MEGs is associated with *cis* acting small RNAs produced from those alleles in the endosperm. 

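In the kb 5′ of the gene, the median maternal fraction of MEGs was 76.5% against 75.0% for background genes in Col x Cvi, 86.2% against 82.1% in Cvi x Col, 52.4% against 73.3% in Col x Ler and 71.7% against 71.4% in Ler x Col. The probability that a MEG had a higher maternal fraction than a background gene was 0.457, 0.554, 0.353 and 0.499 in the same order (two-sided permutation p-values 0.475, 0.309, 0.0263 and 0.993). After Benjamini-Hochberg adjustment over 16 tests, the p-value for Col x Ler was 0.377, so the lower maternal fraction of MEGs in that cross, seen at 19 genes, did not pass an adjusted p of 0.05. In the first kb of the gene the medians for MEGs and background were 66.3% and 65.2% in Col x Cvi, 88% and 75.0% in Cvi x Col, 73.3% and 66.7% in Col x Ler, and 69.2% and 62.5% in Ler x Col, with adjusted p-values of 0.734, 0.377, 0.700 and 0.700. The background was other annotated nuclear genes in the range of loci that the MEG list used here covers, between 1441 and 3792 genes with at least 5 counts, and reads of 21 to 24 nt were used. With only SNPs that passed the filter on parental crosses, 3 MEGs remained in the kb 5′ of the gene in Col x Ler, with a median of 72.7% against 91.5% (adjusted p = 0.890, permutation test). Protein-coding genes only, an alternative chosen after seeing the values, gave probabilities of 0.387, 0.488, 0.346 and 0.443 for MEGs in the kb 5′ of the gene. All were below 0.5, the direction that the paper reports, and none passed (lowest adjusted p = 0.274, permutation test). In the first kb they were 0.333, 0.530, 0.513 and 0.461. For PEGs in the kb 5′ of the gene, the medians for PEGs and background were 91.4% and 73.7% in Col x Cvi, 71.1% and 81.8% in Cvi x Col, 90.8% and 75.0% in Col x Ler, and 87.2% and 71.4% in Ler x Col, with adjusted p-values of 0.377, 0.700, 0.617 and 0.424 from permutation tests. From its comparison of 24 nt reads in Figure 5—figure supplement 3, the paper states that MEGs were enriched for paternally derived small RNAs, and it proposes an association between silencing of the paternal alleles of MEGs and cis-acting small RNAs made from those alleles in the endosperm.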

Small RNA data from specific compartments of the seed will be necessary to conclusively address this question.

### Allele-specific imprinted genes are associated with variable DMRs

We identified regions of the genome that are subject to DNA demethylation in endosperm in at least one background but that are variably methylated among strains. Overlap between the strain DMRs and embryo-endosperm DMRs ranged from 12% for TEs to 31% for genes (Figure 4E). This suggests that there are sufficient epigenetic polymorphisms at embryo-endosperm DMRs to facilitate the formation of allele-specific imprinting. Differences in imprinting among alleles tied to differences in DNA methylation could be due to genetic or epigenetic differences (Figure 6—figure supplements 1,2, and 3). Of the 12 allele-specific imprinted genes we identified (Figure 2, Figure 2—source data 1), 10 were associated with coincident CG or CHH embryo-endosperm DMRs and strain DMRs, 6 of which occurred at TEs (Figure 2—source data 1, Figure 6, Figure 6—figure supplement 1, Figure 6—figure supplement 2). For all 6 genes we confirmed by sequencing that the TE annotated in Col was present in the same genomic location in Ler and Cvi with no major sequences changes except for a few SNPs. These 6 genes were also included among imprinting validation assays (Figure 1—source data 5, Figure 2—source data 1). We more closely investigated three allele-specific imprinted genes with strong differences in the ratio of maternal to paternal transcripts in imprinted and non-imprinted crosses: AT2G32370, AT2G34890, and AT3G14205 (Figure 2, Figure 6, Figure 6—figure supplement 2). AT2G32370, *HDG3*, was originally identified as a PEG because of its association with a Col and Ler embryo-endosperm DMR and because it was expressed specifically in the endosperm (Gehring et al., 2009). Our new data showed that *HDG3* is not a PEG when Cvi is the male parent (Figure 2, Figure 6). The embryo-endosperm DMR associated with *HDG3* is located in a Helitron fragment (ATREP10D) 5′ of the gene, and the methylated paternal allele is predominantly expressed. This region is not methylated in Cvi (Figure 6B, Figure 6—figure supplement 1). In crosses between Cvi females and Col or Ler males, maternal and paternal alleles are differentially methylated and the gene is imprinted (the naturally hypomethylated Cvi maternal allele has the same methylation profile as an actively demethylated maternal allele). But in reciprocal crosses between Col or Ler females and Cvi males, both maternal and paternal alleles are hypomethylated and the gene is biallelically expressed in the expected 2:1 maternal:paternal ratio (Figure 2, Figure 6). This suggests that differential methylation of maternal and paternal alleles, rather than simply demethylation of the maternal allele, is required for imprinted expression. A similar logic applies to AT3G14205; the Cvi allele is hypomethylated at a 5′ RC/Helitron fragment (ATREP1) compared to Col and Ler and the gene is not a PEG when it is transmitted through the Cvi male (Figure 2, Figure 2—source data 1, Figure 6—figure supplement 2). AT2G34890 was a MEG except when Ler is the male parent. The Ler AT2G34890 allele is hypomethylated at a 5′ MuDR element in comparison to Cvi and Col, suggesting that loss of methylation of the paternal allele could lead to its transcription (Figure 6—figure supplement 2). However, consistent with a more ambiguous relationship between DNA demethylation and MEGs (Figure 5), closer inspection of AT2G34890 shows that at a region 5′ of the TE *both* the Ler and Cvi alleles are hypomethylated compared to Col, suggesting that a clear methylation distinction between imprinted (Col and Cvi) and non-imprinted (Ler) paternal alleles does not exist (Figure 6—figure supplement 2).

**Figure 6.**
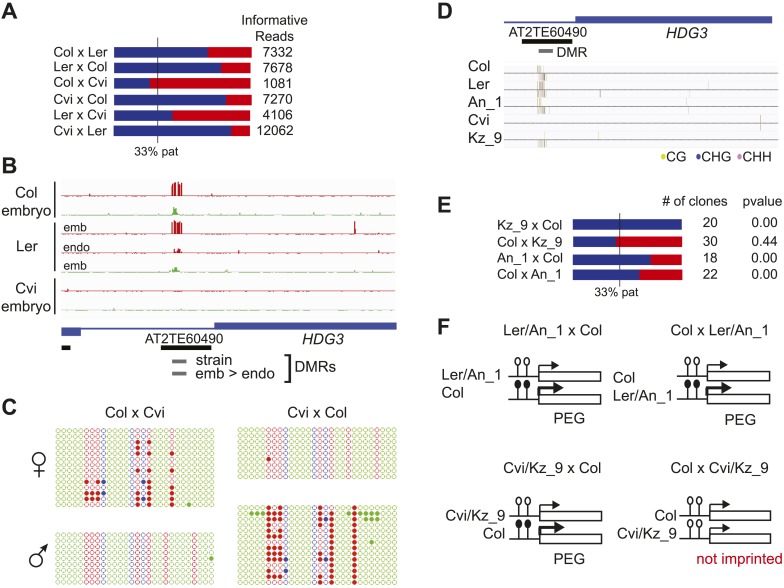
Expression and methylation analysis of *HDG3*, an allele-specific imprinted gene. (**A**) *HDG3* is a PEG except when Cvi is the paternal parent. Blue bars, % paternal allele expression; red bars, % maternal allele expression from combined mRNA-seq data; vertical line, expected percent paternal allele expression for a non-imprinted gene. (**B**) Methylation of *HDG3* 5′ flanking region in Col embryo, Ler embryo and endosperm, and Cvi embryo (additional analysis in Figure 6—figure supplement 1). Red track, CG; green track, CHH. (**C**) Methylation profile of maternal and paternal HDG3 alleles in Col x Cvi and Cvi x Col endosperm as determined by locus-specific bisulfite PCR. Red circles, CG; blue circles, CHG; green circle, CHH. Filled circles indicate methylation, whereas unmethylated positions are unfilled. (**D**) Methylation profile of HDG3 in Col, Ler, Cvi, Kz_9 and An_1 in leaves (http://neomorph.salk.edu/1001_epigenomes.html). (**E**) *HDG3* is not imprinted in 6 DAP endosperm when another hypomethylated strain (Kz_9) is the pollen parent, but is a PEG in a cross with another methylated strain (An_1), as determined by sequencing RT-PCR products that span informative SNPs. Blue bars, % paternal allele expression; red bars, % maternal allele expression; vertical line, expected paternal allele expression for a non-imprinted gene. The number of RT-PCR clones sequenced is indicated. p value represents a binomial test of whether the observed maternal:total ratio is less than the expected 2:3 ratio. (**F**) Cartoon representation of results. Expression and methylation results for AT3G14205 and AT2G34890 are in Figure 6—figure supplement 2. Examples of genetic differences causing methylation differences are in Figure 6—figure supplement 3. **DOI:** http://dx.doi.org/10.7554/eLife.03198.019

**Figure 6—figure supplement 1.**
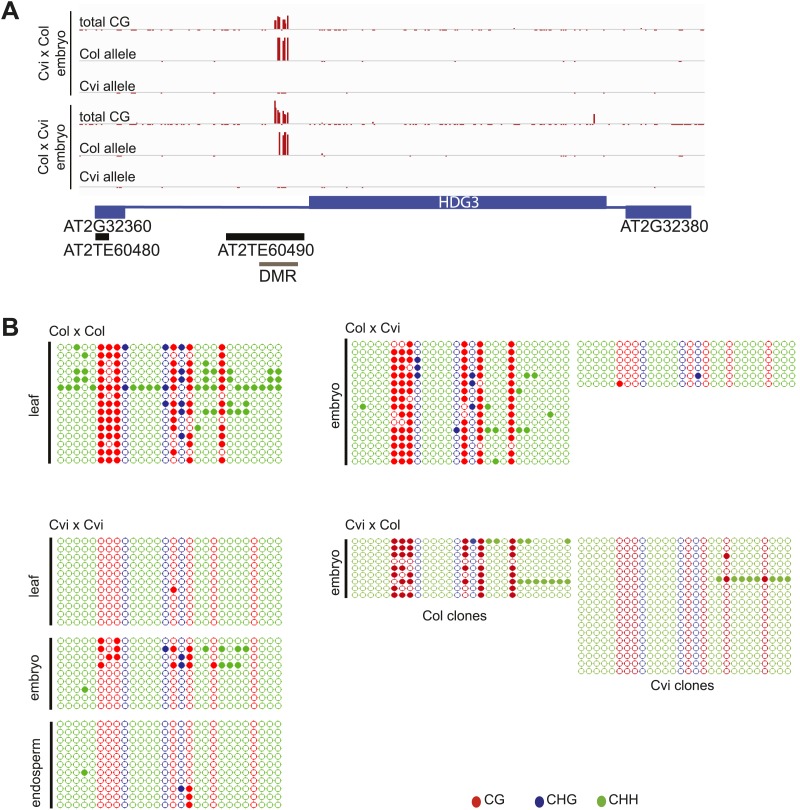
Methylation analysis of *HDG3*. (**A**) Allele-specific CG methylation of maternal and paternal *HDG3* alleles in Cvi x Col and Col x Cvi embryos from whole genome BS-seq data. (**B**) Methylation profile of the *HDG3* DMR in different strains and tissues and of maternal and paternal *HDG3* alleles in Col x Cvi and Cvi x Col embryos as determined by locus-specific bisulfite PCR. Filled circles indicate methylation, whereas unmethylated positions remain unfilled. **DOI:** http://dx.doi.org/10.7554/eLife.03198.020

**Figure 6—figure supplement 2.**
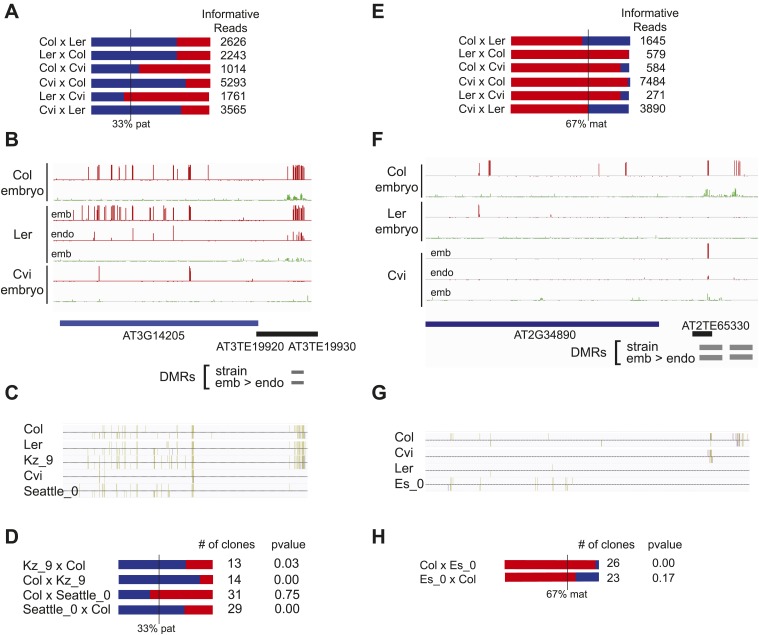
Expression and methylation analysis of other variably imprinted genes. (**A**) AT3G14205 is a PEG except when Cvi is the paternal parent (mRNA-seq data). Blue bars, % paternal allele expression; red bars, % maternal allele expression from combined mRNA-seq data; vertical line, expected % paternal expression for a non-imprinted gene. (**B**) Methylation of AT3G14205 5′ flanking region in Col embryo, Ler embryo and endosperm, and Cvi embryo. Red track, CG; green track, CHH. (**C**) Leaf methylation profile of AT3G14205 in Col, Ler, Kz_9, Cvi and Seattle_0 (http://neomorph.salk.edu/1001_epigenomes.html). (**D**) AT3G14205 is not imprinted when another hypomethylated strain (Seattle_0) is the pollen parent, but is a PEG in a cross with another methylated strain (Kz_9), as determined by sequencing RT-PCR products that span informative SNPs. The number of RT-PCR clones sequenced is indicated. p value, binomial test of whether the observed maternal:total ratio is less than the expected 2:3 ratio. (**E**) AT2G34890 is a MEG except when Ler is the paternal parent (mRNA-seq data). Vertical line, expected maternal allele expression for a non-imprinted gene. (**F**) Methylation of AT2G34890 5′ flanking region in Col and Ler embryo and Cvi embryo and endosperm. (**G**) Leaf methylation profile of AT2G34890 in Col, Cvi, Ler and Es_0 (http://neomorph.salk.edu/1001_epigenomes.html). (**H**) AT2G34890 is still imprinted when another hypomethylated strain (Es_0) is the pollen parent. p value: binomial test of whether the observed maternal:total ratio is greater than the expected 2:3 ratio. **DOI:** http://dx.doi.org/10.7554/eLife.03198.021

**Figure 6—figure supplement 3.**
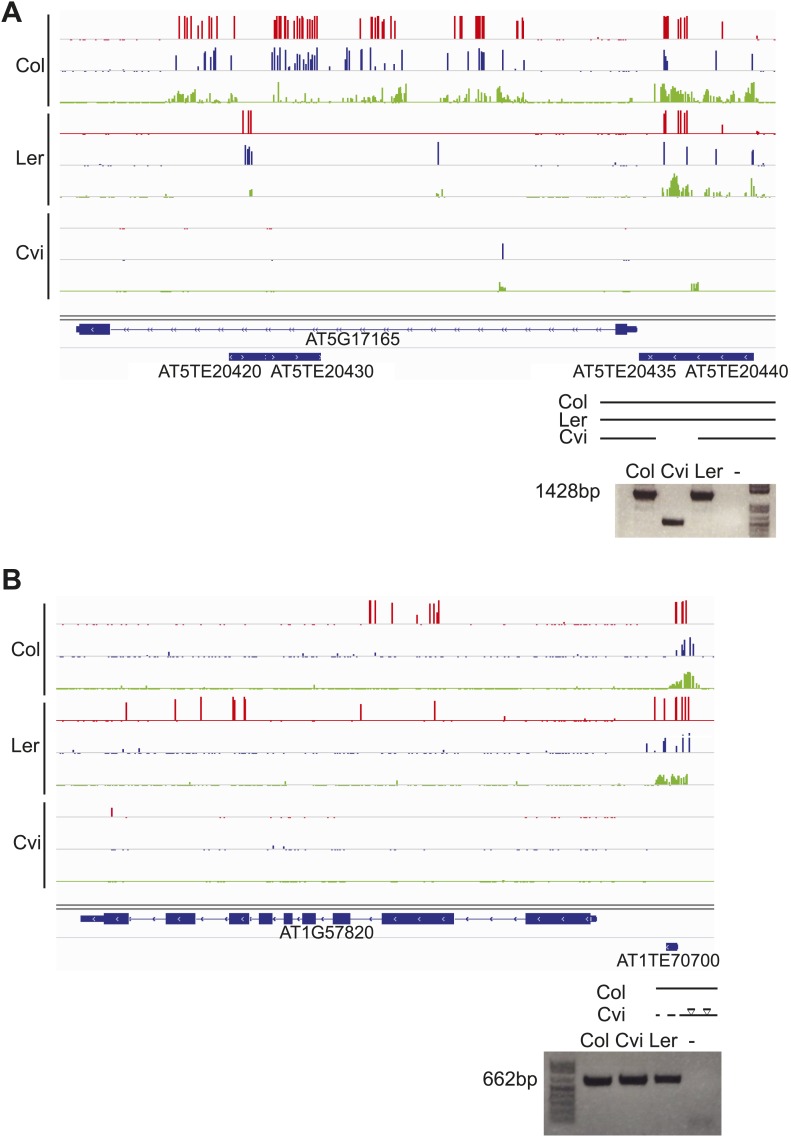
Genetic difference between strains can underlie differential methylation. Differences in methylation between strains can be due to genetic differences (e.g., absence of a sequence in one strain). To uncover possible genetic differences between Col and Cvi strains, we compared the set of Col-Cvi methylation difference positive windows to regions of the Cvi genome not covered by any reads in the 1001 Genomes resequencing project (http://signal.salk.edu/atg1001/index.php). We validated DMRs at one MEG (AT5G17165) and one PEG (AT1G57820) that were polymorphic between the two strains using PCR and sequencing. (**A**) In Cvi, the TE at the 3′ end of AT5G17165 lacks 600 nt, corresponding to a methylated region in Col and Ler. Red track, CG; blue track, CHG; green track, CHH. (**B**) In Cvi, the 86 nt long TE at the 5′ end of AT1G57820 has 9 SNPs, and the upstream and downstream intergenic DNA sequences have insertions and deletions compared to Col. **DOI:** http://dx.doi.org/10.7554/eLife.03198.022

Allele-specific imprinted genes could represent epialleles whose expression phenotypes are observed in the endosperm. To assess how widespread allele-specific imprinting might be within the species, we determined the strain variability in methylation at regions we identified as being targeted for endosperm demethylation, using the methylation profiling data of leaves or floral buds from 140 strains (Schmitz et al., 2013). This allowed us to more broadly estimate the potential for allele-specific imprinting outside of Col-Ler-Cvi strains. We divided regions corresponding to embryo-endosperm DMRs into five classes based on the range of methylation variability across all 140 strains: those with very low variability in methylation (less than 0.2 mean methylation difference across all strains), low variability (between 0.2 and 0.4 mean methylation difference across all strains), a strongly bimodal class (DMRs with a range greater than 0.4 but where most of the density of the distribution in the outer 50% of the range) and two intermediate classes, weakly bimodal and not bimodal (Figure 7A,B). DMRs with a high or intermediate methylation range and less strong clustering in the outer 50% of the distribution were considered weakly bimodal. All remaining DMRs were classified as ‘not bimodal’—these regions tend to have a more uniform or unimodal distribution across a large range of scores (Figure 7A,B). The majority of DMRs (69%) were consistently methylated across all strains examined, falling into the very low range, low range, or not bimodal categories (Figure 7A,B). However, about 16% of DMRs were in the strongly bimodal category, where methylation is consistently high or low across strains except for one or more strong outliers (Figure 7A,B).

**Figure 7.**
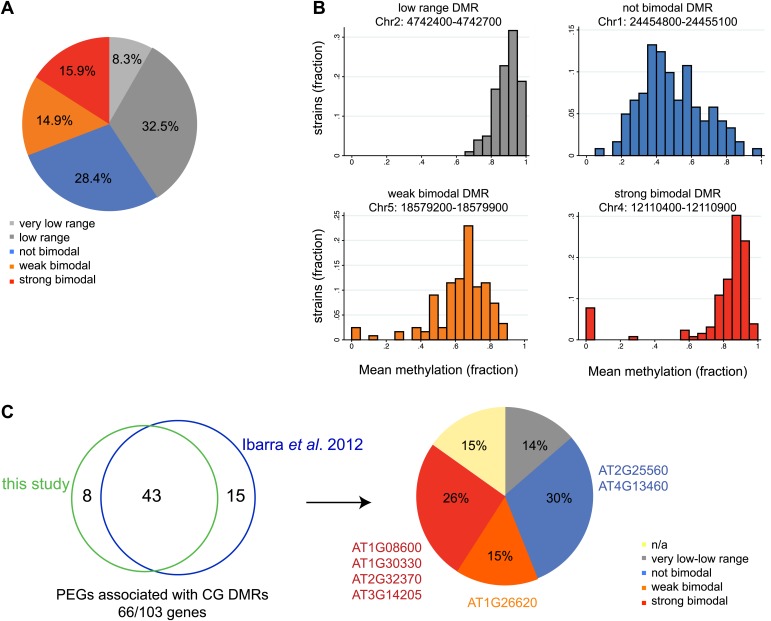
Natural epigenetic variability across strains at embryo-endosperm CG DMRs. (**A**) Methylation variability across strains for regions targeted for endosperm demethylation. Classification of methylation range in the Schmitz et al., 2013 dataset (total of 140 strains) for all all embryo-endosperm CG DMRs (n = 10,370) identified in this study. Only DMRs with at least 5 CG sites and a minimum of five reads coverage at each site in the Schmitz et al. dataset were classified. Additionally, only DMRs with at least 70 strains with sufficient data were included. (**B**) Examples of low range (gray), not bimodal (blue), weak bimodal (orange) and strongly bimodal (red) DMRs. (**C**) Association of the classified CG endosperm-embryo DMRs with PEGs. This study: DMRs identified from all pairwise matched endosperm-embryo comparisons from bisulfite datasets in Figure 3—source data 1; Ibarra et al., 2012: ColxLer and LerxCol DMRs combined. Allele-specific PEGs are listed around the pie chart. n/a = not classifiable because gene was associated with DMR of more than one type. **DOI:** http://dx.doi.org/10.7554/eLife.03198.034

We overlapped our union set of imprinted genes with the classified DMRs. 21 MEGs and 9 PEGs were associated with a very low or low variability DMR within the gene or two kb 5′ or 3′. These include the MEG *FWA*, a locus with high levels of promoter methylation in all strains. We thus expect that in all strains in the endosperm *FWA* will have a demethylated maternal allele and a highly methylated paternal allele, and be consistently imprinted within the species. In contrast, 27 MEGs and 17 PEGs (11% of all imprinted genes) were associated with strongly bimodal DMRs, including four PEGs we identified from our Col, Ler, and Cvi mRNA-seq and BS-seq data as exhibiting allele-specific imprinting and being associated with a shared embryo-endosperm and strain DMR (Figure 7C, Figure 2—source data 1). This includes the DMRs associated with the allele-specific imprinted genes *HDG3* and AT3G14205 (Figure 7C).

We tested whether the methylation status of the embryo-endosperm DMRs associated with allele-specific imprinted genes was predictive for imprinting. If the difference in imprinting among *HDG3* alleles was due to the *cis* epigenetic difference at the 5′ TE, we predicted that crosses with other male parents carrying naturally hypomethylated alleles would exhibit lack of imprinting in F_1_ endosperm. The strain Kz_9 has reduced methylation at the 5′ TE, although it is more methylated than in Cvi (Figure 6D). We performed reciprocal crosses between Col and Kz_9, extracted the RNA from endosperm 6 DAP and performed RT-PCR around a Col/Kz_9 SNP. Cloning and sequencing of the PCR products confirmed that *HDG3* was a PEG when Col was the male parent. In the reciprocal cross, when the hypomethylated *HDG3* allele was inherited from the Kz_9 male, *HDG3* was not imprinted (Figure 6E,F). *HDG3* remains imprinted in crosses between Col and another strain with methylation, An_1 (Figure 6D–F). This suggests that the epigenetic state of the *HDG3* allele is sufficient to predict imprinting in other naturally occurring strains and is thus likely causal for lack of imprinting in Cvi. Similarly, the DMR variability analysis (Figure 7) identified another strain, Seattle_0, where the TE 5′ of AT3G14205 was hypomethylated. Similar to crosses with Cvi males, in crosses where Seattle_0 was the male parent, AT3G14205 was no longer a PEG (Figure 6—figure supplement 2), but was still a PEG when Seattle_0 was the female and Col the male. As expected for AT2G34890, where the methylation state of the 5′ region was variable but did not seem to correlate with whether the allele was imprinted or not among Col, Ler, and Cvi, we found that AT2G34890 is a MEG in crosses with Col regardless of whether Es_0, a strain with a hypomethylated allele like Ler, served as the female or the male parent (Figure 6—figure supplement 2).

As we have shown for *HDG3* and AT3G14205, crosses involving a methylated allele and a naturally hypomethylated allele can result in allele-specific imprinting in one direction of the cross. Thus, in addition to the allele-specific imprinted genes we identified based on our mRNA-seq data, the additional MEGs and PEGs associated with embryo-endosperm DMRs that are strongly bimodal for methylation within the population might not be imprinted in strains where the allele is naturally hypomethylated. This suggests that 11% of imprinted genes have the potential to be variably imprinted when a particular strain is the male or female parent.

## Discussion

By examining crosses among three of the thousands of Arabidopsis strains, we were able to identify genes imprinted among all crosses and a small number of strong candidates for allele-specific imprinting caused by a *cis* methylation difference at a proximal transposable element. We found that most imprinted genes identified in reciprocal crosses between two strains are imprinted in crosses between other strains, or have some evidence for parental bias even if all imprinting criteria were not met. Arabidopsis allele-specific imprinted genes represent a small fraction of all possible imprinted genes, approximately 6% in our mRNA-seq datasets. These results are consistent with the extent of allele-specific imprinting in maize, where around 12% of imprinted genes fall into this category (Waters et al., 2013). Allele-specific imprinting could represent genes that have recently come under the control of a TE and may or may not have an endosperm function, or genes that are imprinted specifically in one strain and not the other due to differences in control over endosperm growth and development. Under the conflict theory (Haig, 2013), differences in seed size could reflect strains that have reached different optima for imprinting—strains producing small seeds could be considered more maternalized and those producing larger seeds more paternalized. Arabidopsis allele-specific imprinted genes encode multiple types of proteins, including a putative transcription factor (*HDG3)*, a heat shock protein, a phosphoinositide phosphatase (AT3G14205), three chromatin proteins, and a gene required for normal levels of phytic acid accumulation in seeds (Kim and Tai, 2010). Further experimentation exploring the function of these genes during seed development in each genetic background will be required to determine if differences in imprinting among strains contribute to seed phenotypes.

By considering population methylation variation at regions demethylated during reproductive development, we were able to estimate the possible extent of allele-specific imprinting within the species. Of the set of 388 imprinted genes we identified, 11% were associated with embryo-endosperm DMRs that are variably methylated in vegetative tissues in at least one of 140 strains (the strongly bimodal DMRs). Based on their methylation patterns, these genes have the potential to act as epialleles and exhibit allele-specific imprinting, as we demonstrated for *HDG3* and AT3G14205. However, we caution that imprinted genes associated with a strongly bimodal DMR do not always exhibit allele-specific imprinting when alleles with different methylation patterns are combined in F_1_ endosperm. For example, we originally identified AT4G23110 as a candidate imprinted gene because it was associated with an embryo-endosperm DMR and only expressed in seeds (Gehring et al., 2009), which was later confirmed by mRNA-seq (Gehring et al., 2011). In this study we find that the embryo-endosperm DMR in the 5′ region of the gene is strongly bimodal within the population, with 118 strains exhibiting between 60–100% CG methylation in a 500 bp 5′ region, and 10 strains with no methylation. However, when we performed reciprocal crosses between one of the hypomethylated strains and Col, a methylated strain, imprinting was maintained in both directions of the cross. Thus, we expect that 11% is the maximal fraction of genes that would exhibit allele-specific imprinting due to strain-to-strain differences in methylation, with the actual number being less than this.

The predictive power for whether a gene will exhibit allele-specific imprinting is greater for PEGs than for MEGs. PEGs were more often associated with embryo-endosperm DMRs than MEGs, and showed stronger correlation with the presence of a TE, and the presence of H3K27me3 in vegetative tissues (Figure 5—figure supplement 1; Lafos et al., 2011). Our data and that of many others (Köhler et al., 2012; Gehring, 2013; Zhang et al., 2014) suggest that the mechanism of imprinting for PEGs in Arabidopsis and maize is that the methylated paternal allele is expressed while the hypomethylated maternal allele is silenced by the PRC2 complex. Thus, the imprinting state of PEGs is much easier to predict based on known genetic and epigenetic characteristics. MEGs represent a more diverse class of genes, and their imprinting status is more difficult to predict based on DNA methylation or TE presence, although we do find that MEGs are enriched for small RNAs in seeds.

The RC/Helitron class of TEs, the most abundant type in euchromatin, is prevalent among DMRs. RC/Helitrons are also one of the most variably methylated TEs, with more than half being poorly or unmethylated in Col (Ahmed et al., 2011). The susceptibility of Helitrons to loss of methylation coupled with their overabundance among embryo-endosperm DMRs further suggests that imprinting could be highly dynamic if considered on a population scale. McClintock described the ability of TEs to cycle in nature and between active and inactive epigenetic states (McClintock, 1965; Slotkin and Martienssen, 2007). A conceptually similar phenomenon could cause imprinting to vary between closely related genotypes.

Our study also yielded several unanticipated findings. We discovered that the Cvi strain is globally hypomethylated, and primarily loses CG methylation in gene bodies. Despite its ubiquity, the function of CG gene body methylation in plants and animals is still unclear, although it may be important for regulating alternative splicing or preventing spurious transcription (Zilberman et al., 2007; Shukla et al., 2011). Mutations that reduce CG gene body methylation (e.g., mutations in the maintenance DNA methyltransferase) affect CG methylation in all genomic contexts. Because Cvi has little gene body methylation but nearly normal levels of CG methylation in other genomic features, Cvi could serve as a model genotype to further explore the function of gene body methylation in relation to gene expression or chromatin structure. Cytologically, Cvi has reduced heterochromatin and dispersed 45S rDNA repeats and DNA methylation compared to Col and Ler (Tessadori et al., 2007, 2009). Decondensed chromatin might facilitate increased production of small RNAs (Schoft et al., 2009), and Cvi x Col endosperm showed little reduction in CHH methylation compared to the embryo. Consistent with this, small RNAs produced from the maternal allele represented a greater fraction of small RNAs when Cvi was the female parent in a cross (Figure 4—source data 1). 

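The maternal share of allele-specific counts was 93.1% and 94.3% in the Cvi x Col replicates, a mean of 93.7% ± 0.821 (SD, n = 2), and 86.4% and 85.8% in the Col x Cvi replicates, a mean of 86.1% ± 0.365. The difference of 7.61 percentage points was larger than the spread between replicates, with an exact permutation p of 0.333 (two-sided), the smallest that 2 libraries against 2 allow. With replicates paired by their numbers in the labels (replicate block), the differences were 6.77 and 8.45 percentage points, a mean of 7.61 (exact p = 0.5, the smallest that 2 pairs allow). Across windows, replicates with the same number did not deviate together between Col x Cvi and Cvi x Col (r = 0.0375 across windows). Against the 6 other hybrid libraries together, whose mean maternal share was 82.2% ± 4.09, the difference was 11.5 percentage points (two-sided exact permutation test, p = 0.0357, the smallest that 2 libraries against 6 allow). Corrected for the misclassified share of the parental crosses, this difference was 9.51 percentage points (two-sided exact permutation p = 0.107). The dates that the authors attached to the libraries differ between the Col-Cvi and Col-Ler crosses, so strain and date cannot be told apart in that comparison, while Cvi x Col and Col x Cvi share a date. Cvi x Col replicate 2 is the deepest library, with 2936583 allele-specific counts against 725434 in replicate 1, and both replicates lay above both Col x Cvi replicates. The paper reasons that less condensed chromatin in Cvi might allow more small RNAs to be made, and sets this greater maternal fraction beside the small loss of CHH methylation in Cvi x Col endosperm.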

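Counts assigned to the father's strain numbered 61292 and 106697 in the Col x Cvi replicates, 49914 and 167956 in Cvi x Col, 36497 and 88913 in Col x Ler, and 59533 and 140595 in Ler x Col. The smallest share that the depth can show, 3 counts, was between 0.000102% and 0.00154% of the allele-specific counts. A more relevant limit is the share of counts assigned to the wrong strain in the parental crosses, which was 3.80% for Col x Col and 0.983% and 0.797% for Cvi x Cvi with the Col/Cvi list, and 2.60% for Col x Col and 4.37% for Ler x Ler with the Col/Ler list. After correction for these shares the mean paternal share was 10.6% ± 0.383 (SD, n = 2) in Col x Cvi, 5.68% ± 0.861 in Cvi x Col, 20.5% ± 4.39 in Col x Ler and 14.5% ± 2.87 in Ler x Col.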

We also observed, in contrast to a previous study (Mosher et al., 2009), that small RNAs derived from the paternally inherited genome were readily detected in seed tissue from all crosses. 

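Maternal counts made up between 75.5% (Col x Ler replicate 2) and 94.3% (Cvi x Col replicate 2) of allele-specific counts in the 8 hybrid libraries. The excess was not confined to a few sites. Of 1297 bins of 1 kb with at least 20 allele-specific counts in each of the 4 Col x Cvi and Cvi x Col libraries, 890 (68.6%) had over 50% maternal counts in all 4 libraries, and of 937 such bins in the Col x Ler and Ler x Col libraries, 484 (51.7%) did. These bins held 95.2% and 80.8% of the counts in the bins tested. Over 50% of counts came from the same strain in both directions of the cross in 72 bins for Col and 148 for Cvi, and in 107 bins for Col and 135 for Ler. The numbers depend on the counts required. With at least 40 counts per library 504 of 646 (78.0%) and 258 of 408 (63.2%) bins were maternal. With at least 10 counts it was 1492 of 2616 (57.0%) and 853 of 2000 (42.65%), so under 50% of the Col-Ler bins.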

As expected, maternal small RNAs were much more abundant than paternal small RNAs, but because we could not distinguish the three components of the seed (embryo, endosperm, and seed coat), it is unknown whether this was due to predominantly maternal expression in the endosperm, or reflective of the overall maternal bias expected in whole seeds. However, the fraction of paternal small RNAs (6–24%) was comparable to the fraction of paternal reads when mRNAs were sequenced from whole seeds (15–20%) (Figure 1—source data 1, Figure 4—source data 1), perhaps suggesting that small RNAs in seeds reflect the ratio of maternal:paternal genomes in each tissue. Our analysis of the previously published data from Col x Ler and Ler x Col siliques (Mosher et al., 2009) also revealed the presence of paternally derived small RNAs, although at lower levels than in our whole seed datasets (Figure 4—source data 1). Recent analysis of small RNAs in rice inter-strain crosses detected maternally and paternally derived small RNAs in the endosperm and suggested rice might be different from *A. thaliana* in this regard (Rodrigues et al., 2013). Our data instead suggest that rice and Arabidopsis are likely similar in terms of parental small RNA composition in the endosperm, although endosperm-specific Arabidopsis profiles will be necessary to conclusively evaluate this. Interestingly, at 6 DAP the largest subunit of *Pol IV*, *NRPD1a*, was paternally biased in all crosses. 

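NRPD1a (AT1G63020) lies on the minus strand of chromosome 1 of TAIR10, from 23354685 to 23362589. The level of 21 to 24 nt small RNAs in the kb 5′ of the gene was 0.665 ± 0.458 RPM per kb (SD, n = 2) in Col x Cvi, 1.14 ± 0.412 in Cvi x Col, 0.675 ± 0.955 in Col x Ler and 0.721 ± 0.110 in Ler x Col. Among annotated genes, ranked by their level in that region, the gene was at a percentile between 69.6 (Col x Cvi) and 73.6 (Cvi x Col). In the first kb of the gene the levels were between 0.111 RPM per kb (Ler x Col) and 0.191 (Col x Ler). No difference between crosses was larger than the SD between the Col x Ler replicates. Allele-specific counts in the kb 5′ of the gene were few, 6 in Col x Cvi, 16 in Cvi x Col, 2 in Col x Ler and 5 in Ler x Col with both replicates summed. The maternal share in Cvi x Col was 56.2% (95% Wilson confidence interval 33.2 to 76.9), an interval that includes 50% and lies below the median of 82.1% for background genes in the kb 5′ of the gene in that cross, and no test was made at this depth. The position of the DMR was not used here, so the values are for the whole kb 5′ of the gene.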

*NRPD1a* has a 5′ embryo-endosperm DMR associated with small RNAs, further suggesting that there may be a complex interplay and crosstalk between active DNA demethylation and the small RNA production pathway. Other genes that promote DNA methylation were also primarily paternally expressed in all crosses (e.g., the *VIM* family genes)*.* A major unsolved question is how the maternal alleles of genes that are demethylated before fertilization remain hypomethylated several days after fertilization, in the spite of the presence of small RNAs that normally target DNA methylation to these sequences. It is possible that changes to maternal endosperm chromatin structure could alter the efficacy of RNA-directed DNA methylation.

In conclusion, our study demonstrates that epiallelic variation and genomic imprinting mechanisms intersect to produce novel gene expression patterns in seeds. We propose that the phenotypic impact of epialleles is likely to be most pronounced in the endosperm because changes in DNA methylation are a programmed part of endosperm development. Epialleles naturally circulating in plant populations might significantly impact seed development and lead to the production of novel phenotypes in hybrids.

## Materials and methods

### Plant material

Plants were grown in a greenhouse with 16-hr days at ∼21 C. Flowers were emasculated 2 days before pollination. Seeds were dissected at 6 DAP, which corresponds to the torpedo stage of embryogenesis under our growth conditions (Figure 1—figure supplement 1).

### mRNA-seq library construction

RNA was isolated from endosperm, embryo, and whole seeds 6 days after pollination as described (Gehring et al., 2011) using either the RNAqueous kit with Plant RNA Isolation Aid or the RNAqueous Micro Kit (Ambion, Life Technologies Corporation, Carlsbad, CA). At least 600 ng of DNAse I-treated RNA (Invitrogen, Life Technologies Corporation, Carlsbad, CA) was used to prepare mRNA-Seq libraries as described (Gehring et al., 2011), except that Illumina TruSeq primers were used in the final amplification step. Amplification was for 12 cycles. Strand-specific RNA-seq libraries were generated from at least 100 ng of total RNA using the Integenex PolyA prep protocol (Wafergen Biosystems, Fremont, CA) with 15 cycles of amplification. See Figure 1—source data 1 for details of library prep for specific samples.

### mRNA-seq data analysis

Endosperm mRNA-seq was performed in triplicate (18 samples). Because we previously found little evidence for imprinting in embryos at this stage of development (Gehring et al., 2011), embryo mRNA-seq was performed on single samples (Figure 1—source data 1). Single-end sequencing of mRNA-Seq libraries was performed on an Illumina HiSeq machine. Read length was 40 bp or 80 bp (Figure 1—source data 1). Sequencing quality was assessed using fastqc, and raw reads were filtered for overrepresented adapter sequences using fastx_clipper. Low quality reads were removed with fastq_quality_filter using the options –q 20 and –p 80 (http://hannonlab.cshl.edu/fastx_toolkit/). Filtered reads were then aligned to the TAIR10 version of the Arabidopsis genome using Tophat v2.0.8 (Trapnell et al., 2009). For 40 bp libraries the options -solexa1.3-quals --segment-length 18 --segment-mismatches 1 --max-segment-intron 11,000 were used and for 80 bp libraries the options were --solexa1.3-quals --segment-length 30 --max-segment-intron 11,000. Reads counts for each gene and TE annotated in TAIR10 were quantified using htseq-count (http://www-huber.embl.de/users/anders/HTSeq/doc/index.html) with options –m intersection-strict –-stranded = no (for non-strand-specific libraries) or –stranded = yes (for strand-specific libraries). After sorting reads by genome position, single nucleotide polymorphisms (SNPs) (Supplementary file 2) were used to classify reads by strain using a custom script (Supplementary file 3). Reads were discarded if classification at two SNP positions within the same read conflicted. Htseq-count with the same options was run on each allele-specific set of mapped reads to generate allele counts for each gene and TE. Libraries ranged in depth from 50 to 160 million high-quality reads per sample, of which approximately 4–10 million reads could be assigned to a specific parental allele (informative reads). The highest proportion of informative reads was in crosses between Ler and Cvi, which have the most SNPs (Figure 1—source data 1).

### Identifying imprinted genes

We slightly modified our previously published analysis method (Gehring et al., 2011) to identify imprinted genes. We used Fisher's exact test on each set of reciprocal crosses to test the null hypothesis that *p*_*1*_ = 2*p*_*2*_ = 0.67 (*p*_*1*_ = portion of strain A reads in A female × B male and *p*_*2*_ = portion of strain A reads in B female × A male) for endosperm or *p*_*1*_ = 2*p*_*2*_ = 0.5 for embryo. We considered genes with a Benjamini corrected p value less than 0.01. We further filtered the list by removing genes with an imprinting factor (Gehring et al., 2011) less than 2 and by removing genes that were more than twofold higher expressed in the seed coat than embryo or endosperm at the linear cotyledon stage, using data from Belmonte et al. (2013). To obtain values from the Belmonte et al. data, for endosperm we averaged the RMA values from the MCE, PEN, and CZE samples and for seed coat we averaged values from the CZSC and SC, all from the linear cotyledon stage. Averaged values were log transformed and genes with a seed coat-endosperm or seed coat-embryo differences <1 retained. Finally, for maternally biased genes we required that at least 85% of informative reads were maternal in both directions of the reciprocal cross and for paternally biased genes that at least 50% of informative reads in both directions of the reciprocal cross were paternal. For embryo libraries the final filtering step required at least 70% of reads to be maternal in both directions of the cross for maternally biased genes and less than 30% maternal for paternally biased genes. For each set of endosperm reciprocal crosses we sequenced mRNA from three biological replicates. For a gene to be called imprinted in a particular set of endosperm crosses (Col-Ler, Ler-Cvi, or Col-Cvi), it had to be called imprinted in 2 of 3 reciprocal cross pairs of biological replicates. We chose two of three instead of three of three because of variation in sequencing depth among libraries.

### Identifying allele specific imprinting

We calculated the ratio of (maternal reads_(strain A × strain B)_ + 1)/(paternal reads_(strain A × strain B)_ + 1) and plotted it against the ratio of (maternal reads_(strain B × strain A)_ + 1)/(paternal reads _(strain B × strain A)_ + 1) for all loci with >0 informative reads and seed coat-endosperm expression <1 (Belmonte et al., 2013). The Euclidean distance of every point to the lines x = 2 and y = 2 (no imprinting) was calculated using MATLAB. Loci within the distance of 1 to each line were retained for further analysis. For each locus we also calculated a parental bias factor, b(g) (b(g) = log_2_ (maternal reads + 1) − log_2_ (2 × paternal reads + 1)) and a normalized parental bias factor b_norm_(g) = b(g) – mean(b(g))/stdev(b(g)). For non-imprinted genes the value of b(g) = 0 and b_norm_(g) = 0. Loci within 1 of x = 2 or y = 2 that also fell above the 95^th^ (maternal bias) or below the 5^th^ (paternal bias) percentile distribution of b_norm_(g) values exhibited parental bias in only one set of reciprocal crosses. Loci that showed maternal or paternal preference when a particular strain was the parent were determined by intersecting lists from each cross (e.g., intersect Col-Ler maternal biases with Col-Cvi maternal biases to generate a list of loci that are maternally biased when Col is the female parent). To generate the final list of genes that exhibit potential allele-specific imprinting, the loci described above were intersected with the list of imprinted loci from the reciprocal crosses not involving the strain exhibiting the bias (e.g., intersection of loci maternally biased when Col is the male parent but not when it is the female parent with MEGs in Ler-Cvi reciprocal crosses).

### Validation of imprinted genes

Validation of the global RNA-seq analysis was by amplicon sequencing of RT-PCR products using miSeq or Sanger sequencing, or by CAPs digestion. RNA was collected from dissected embryo and endosperm, reverse transcribed, treated with DnaseI, and amplified with ExTaq for 30 cycles (PCR primers in Supplementary file 1). For miSeq analysis, amplicons from the same cross and tissue type were pooled and libraries were constructed using the Illumina NexteraXT kit (Illumina, Inc., San Diego, CA). Paired-end sequencing of RT-PCR amplicons was performed on an Illumina MiSeq machine, generating 150 bp reads. Raw reads were aligned to a pseudometagenome (see small RNA methods) using Tophat v2.0.8 alignment options –read-mismatches 10 –edit-distance 12. After sorting reads by genome position, SNPs (Supplementary file 2) were used to classify reads by strain just like for mRNA-seq. A goodness-of-fit binomial exact test was used to test the null hypothesis that the observed fraction of reads derived from the maternal allele for each assayed locus was described well by the binomial distribution parameterized by p = the observed fraction maternal reads from the combined counts of the RNA-seq libraries analyzed in this study.

### GO analysis

GO analysis was performed using the DAVID bioinformatics resource version 6.7 (Huang et al., 2009a, 2009b). Reported p-values are corrected using the Benjamini method.

### Whole genome bisulfite sequencing library construction

Whole genome bisulfite sequencing library construction and data analysis are described in detail at Bio-protocol (Pignatta et al., 2015).Seeds from 30 to 40 siliques per sample were dissected and DNA was extracted as described (Gehring et al., 2009). At least 1 μg of RNAse-treated DNA was used for library preparation (Figure 2—source data 1). Libraries were made using an Illumina TruSeq kit (Illumina, Inc.), with the following modifications. DNA was sheared using a Covaris instrument (settings: peak power 175 W, duty factor 10, cycles/burst 200, time 6 min, 6 C), purified using Agencourt AMPure beads (1.4× DNA:beads) (Beckman Coulter, Inc., Brea, CA), and resuspended in 50 μl of water followed by end repair and 3′ end adenylation. Illumina TruSeq DNA adapters, which contain 5-methylcytosines instead of cytosines, were ligated in a 50-μl overnight reaction at 16°C with 2.5 μl adapters, 5000 units T4 DNA Ligase (New England BioLabs, Ipswich, MA), and 1 × T4 Ligase buffer with ATP. DNA was cleaned twice using Agencourt AMPure beads before bisulfite treatment with the MethylCode Bisulfite Conversion Kit as per manual instructions (Invitrogen, Life Technologies Corporation). Bisulfite-treated DNA was eluted in 10 μl. Three μl were used as a template in each of two PCR reactions with 0.5 units Pfu Turbo, Cx Hotstart DNA Polymerase (New England BioLabs), 1 μl 10 mM dNTPs, and 1 × Turbo Cx buffer. PCR conditions were: 95°C for 2 min, 12–15 cycles (95°C for 20 s, 60°C for 30 s, 72°C for 1 min), and 72°C for 7 min. Libraries were subjected to QC on a bioanalyzer before sequencing on a Illumina HiSeq2000 using a single read 80 base pair protocol except for one library which was sequenced using 2 × 100 paired end reads.

### Whole genome bisulfite sequencing data analysis

Adapters and low quality reads (less than 75% quality scores above 25) were discarded after running quality control of sequencing reads with fastqc (http://hannonlab.cshl.edu/fastx_toolkit/). Libraries prepared from Col and Cvi were aligned to TAIR10 genome using Bismark (Krueger and Andrews, 2011) with the following parameters: -n 1 -l 50, where n is the maximum number of mismatches and -l the length of seed (first number of nt that are mapped with less than n mismatches). For Cvi, reads that failed to map to TAIR10 were then mapped against the Cvi pseudogenome (TAIR10 genome with Cvi SNP substitutions). All mapped reads were combined. Libraries prepared from Ler were aligned to the Ler-0 genome (Gan et al., 2011). After mapping, a 2-strain alignment was used to convert Ler-0 genome coordinates to TAIR10 coordinates, allowing subsequent pairwise comparisons between libraries. Redundant mapped reads were eliminated from each library starting from a sorted SAM file, keeping only one sequence per strand that mapped to the same position. To do this, reads were sorted by decreasing prevalence followed by increasing number of mismatches (not counting bisulfite conversions) to the genome. The most prevalent read with the total highest quality string was kept. In the case of a tie, the read with the fewest number of mismatches was retained. Bismark's methylation extractor script was used to calculate a methylation value for each cytosine.

For F_1_ hybrid libraries, we first mapped the reads to one of the parental genomes (Col-Cvi reads to TAIR10 and Ler-Cvi reads to Ler). Reads that failed to map to either the TAIR10 or Ler genomes were mapped against the Cvi pseudogenome using the same alignment parameters (-n 1 -l 50). We discarded redundant reads and combined the remaining Cvi-mapped reads to the ones already mapped against Col-0 (TAIR10) or Ler. To assign reads to a particular strain and to retain as many unique reads as possible, we separated the reads by strand and ignored C>T SNPs for forward reads and G>A SNPs for reverse reads. Reads were classified as maternal, paternal, no evidence for either genome (for reads not overlapping any SNP), or both (conflicting data) based on their sequence at known SNP positions. After classification, redundant reads from each class were eliminated as described above, and methylation extractor was run for each class as well as for all reads combined. The mean bisulfite conversion rate for each library was calculated based on the methylation status of each cytosine from reads mapping to the chloroplast genome, which are expected to be unmethylated.

### Identifying differentially methylated regions (DMRs)

Bismark's methylation extractor output was summarized by chromosome position by converting the methylation string into ummethylated counts, methylated counts, and percent methylation. The genome was divided into 300 nt windows that overlapped by 100 nt. Using Bismark's methylation extractor output files as input, weighted methylation levels for each window were calculated as described (Schultz et al., 2012), with the requirement of at least 5-read coverage at each site. Differential methylation was assayed by calculating the difference (sample 1 − sample 2 of weighted methylation fractions) and confidence (p-value from Fisher's exact test) for each window in all sequence contexts. p values were corrected with the Benjamini and Hochberg False discovery rate (FDR). We defined CG and CHG DMRs as windows with a weighted methylation difference of at least 35, with a minimum overlap of three informative Cs between windows and a corrected p value<0.01. CHH DMRs had a weighted methylation difference of at least 10, with a minimum 10 overlapping informative cytosines and a p value<0.01.

To compare methylation levels between strains, methylation fractions of sites in genes and TEs were scaled relative to the mean level of the Col strain in that context. Following analysis by ANOVA, the magnitudes of differences in the normalized methylation levels between strains were calculated using Tukey's HSD test, with alpha set at 0.05 (Figure 3—source data 2).

To visualize methylation profiles around imprinted genes, the methylation level of each assayed position (with at least five informative reads) was summarized into a set of bed files and used as input to calculate the average methylation in 200 nt windows spanning extended gene bodies (from 2 kb upstream of the transcription start to 2 kb downstream of the transcription end) of the conserved imprinted genes. We also compared Col, Ler, and Cvi embryo CG average methylation using 50 nt windows spanning extended bodies of genes and TEs. Using a set of genome features of a specific type (e.g., list of genes, TEs), we summarized the methylation level across that set of features. We calculated the weighted mean methylation (wmean) for a particular region (R) containing n sites (i) with methylation data (me_i) with the equation: wmean(R) = Σ[i = 1 to n](me_i/tot_i) where tot_i is the total number of reads. The results of these analyses were displayed using R (Figure 5). Plots for Figure 3 and Figure 3—figure supplement 1 were also generated using R.

### Validation of BS-Seq results with locus-specific BS-PCR or McrBC-PCR

DNA from embryo, endosperm and leaves was extracted using a CTAB protocol. Bisulfite treatment was performed using the MethylCode Bisulfite Conversion Kit (Invitrogen, Life Technologies Corporation) following the manufacturer's protocols. PCRs were performed using the primer pairs listed in Supplementary file 1. PCR products were gel purified, cloned and sequenced. Sequences were aligned using SeqMan and methylation was measured using Kismeth (Gruntman et al., 2008). For validation using McrBC, approximately 800 ng of genomic DNA were digested overnight at 37°C with 50 U of McrBC (New England Biolabs) in a 30 μl reaction. 5 μl were used as template in PCR along with an untreated DNA sample. Primer pairs are listed in Supplementary file 1.

### Assessing DMR variability among 140 strains

To determine how variably the identified embryo-endosperm DMRs were methylated across various wild-type strains, we downloaded BS-seq data from NCBI GEO accession GSE43857 (Schmitz et al., 2013). For strains with both leaf and bud data, only the leaf data was used, resulting in data for 140 different Arabidopsis strains. Methylation data were extracted from the Schmitz et al. data for all of our embryo-endosperm DMRs; contiguous or overlapping DMRs were merged prior to the analysis. For each DMR we assigned a methylation score equal to the weighted mean methylation at each CpG site in the DMR (Schultz et al., 2012) for each of the 140 strains. Only CpG sites with at least five reads of support and only strains with five or more CpG sites for a DMR were included in the analysis. DMRs were censored from the analysis if more than 70 of the 140 strains had missing scores. The remaining DMRs (n = 10,370) were classified into five categories that describe the distribution of methylation across the Schmitz et al. strains. DMRs with a low range of methylation scores, defined as a difference of less than 0.4 between the scores of the most and least methylated strains, were considered to have roughly consistent methylation patterns across all strains. This was further divided into a ‘very low range’ subcategory consisting of all DMRs with a range of methylation scores less than 0.2 across all strains. These DMRs have very consistent methylation scores across all strains, and tend to correspond to highly methylated transposable elements or regions near centromeres. DMRs with a score range greater than 0.4 were further subdivided according to whether the strain scores tended to be unimodal or uniformly distributed across the range of the data, or whether they tended to be bimodally distributed. This was determined by counting the number of strains whose methylation scores fell in the middle 50% of the data range, and comparing this to the number of strains whose methylation scores fell in the top or bottom 25% of the range. DMRs with a high range but with most of the density of the distribution in outer 50% of the range of the data were considered ‘strongly bimodal’ (range >0.7 and fraction strains in upper or lower 25% of the range ≥0.8). These DMRs include cases where methylation is consistently high or low across strains except for one or two strong outliers. DMRs with high or intermediate range and less strong clustering in the outer 50% of the distribution were considered ‘weakly bimodal’ (range >0.7 and fraction in outer 50% ≥0.5 or 0.7 ≥range ≥0.4 and fraction in outer 50% ≥0.8). All remaining DMRs were classified as ‘not bimodal’—these tend to have a more uniform or unimodal distribution across a large range of scores.

### Small RNA library construction

RNAs less than 200 bp were isolated from whole seeds 6 DAP using the miRVana RNA isolation kit (Ambion, Life Technologies Corporation). Libraries for Illumina sequencing were constructed following the method of Grimson et al. (2008), with only minor modifications. Instead of ^32^P-labelled oligos, 18 nt and 30 nt unlabeled marker RNAs were used in conjunction with SYBR-Gold for size selection and monitoring of ligation reactions. Marker RNAs were kept in separate lanes on the polyacrylamide-urea gels instead of being directly mixed with the RNA samples, but were processed in an identical manner. We enabled multiplexing of libraries by using four different 3′ PCR primers (Supplementary file 1) during library amplification, each of which was 94 bases in length as opposed to the 44 nt 3′ PCR primer from the referenced protocol. As a result, the sequences obtained in the final gel purification step ranged in size from 135 to 155 nt in length.

### Small RNA analysis

Single-end sequencing of sRNA libraries was performed on an Illumina HiSeq machine (four libraries of 40 bases per lane). We trimmed low-quality read ends (with fastq_quality_trimmer –t 20 and –l 25) and removed adapters (fastx_clipper tool –a TCGTATGCCGTCTTCTGCTTG –i 18; http://hannonlab.cshl.edu/fastx_toolkit/). Reads were aligned using Bowtie 1.0.0 (Langmead et al., 2009) using the parameters –v 2 and --best, such that up to two mismatches were allowed and any read mapping to multiple locations was randomly assigned to one of the locations that had the best match to the read. We used the resequenced Ler genome (Gan et al., 2011), and TAIR10 for the Col genome. We constructed a Cvi pseudogenome in which Cvi SNPs and 1 bp indels (obtained from http://signal.salk.edu/atg1001/download.php) were used to modify the TAIR10 genome at the appropriate positions. To facilitate unbiased mapping, sRNA reads from hybrids were aligned to a metagenome composed of the two parental genomes. The reads were then converted to TAIR10 coordinates, regardless of the parent strain of origin, and were classified using the same SNP classification approach described for the mRNA-Seq analysis. All reads that overlapped annotated tRNAs, snRNAs, rRNAs, or snoRNAs were removed. We normalized libraries by converting read values within windows into RPM (reads per million) values. The conversion from reads to RPM used the total number of reads aligning to the genome for each library following the subtraction of structural RNAs.

### Generating SNP lists

To generate a Col/Ler SNP list, we used the previously described Col/Ler SNP list (Gehring et al., 2011) supplemented with novel SNPs having an unambiguous consensus base (A,C,T,G), PHRED ≥ 25, detection score = 1 from the resquenced Ler genome (Gan et al., 2011) (http://mus.well.ox.ac.uk/19genomes/variants.SDI/). In total, this yielded a list of 384,612 SNPs. To generate an initial Col/Cvi SNP list, we downloaded the SALK Cvi_0 (accession CS28198) data from http://signal.salk.edu/atg1001/download.php. From the quality_variant_filtered_Cvi_0.txt file, we removed SNPs with <0.95 or less concordance (n = 66,272) as well as 1 bp deletions (n = 11,444). This yielded 579,310 remaining SNPs. We derived an initial Ler/Cvi SNP list using the following logic: (1) if the SNP was present in Col/Cvi list but not Col/Ler list, the Col/Cvi SNP was added to the Ler/Cvi list; (2) if the opposite scenario was true (present in Col/Ler but absent from Col/Cvi), the Col/Ler SNP was inverted (e.g., C>T becomes T>C) and added to the Ler/Cvi SNP list; (3) if the same SNP was found in both Col/Ler and Col/Cvi SNP lists, it was not added to the Ler/Cvi list since these SNPs arise from a difference between Col and both Ler and Cvi genomes. This yielded a list of 645,212 SNPs. In order to assess the rates of erroneous read classification using these SNP lists, we used them to classify reads of known origin from mRNA-seq and small RNA-seq libraries made from Col x Col, Ler x Ler, and Cvi x Cvi embryo and endosperm or whole seeds. SNPs that systematically misclassified reads were filtered out by using a one-tailed binomial hypothesis test with the null hypothesis that ‘good SNPs’ have an underlying acceptable error rate of ≤5% (H_0: Percent_misclassified ≤ 5%). 

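In whole-seed small RNA libraries, the parental crosses show how often a read of known origin is assigned to the other strain. Over all SNPs with reads, the misclassified share of 21 to 24 nt counts was 3.80% in Col x Col (95% Wilson confidence interval 3.77 to 3.83, 1417539 counts), 0.983% (0.970 to 0.996) and 0.797% (0.786 to 0.808) in the Cvi x Cvi replicates with the Col/Cvi list. With the Col/Ler list it was 2.60% (2.56 to 2.64, 521651 counts) in Col x Col and 4.37% (4.30 to 4.45, 299559 counts) in Ler x Ler. Col x Col and Ler x Ler have no second library, while the Cvi x Cvi replicates differed by more than counting error. The paper's one-tailed binomial test against an error rate of 5%, applied to each library on its own, was failed at p under 0.05 by 3023 of 77292 SNPs in Col x Col and by 447 and 477 SNPs in Cvi x Cvi with the Col/Cvi list, and by 704 SNPs in Col x Col and 163 in Ler x Ler with the Col/Ler list. In Col x Col with the Col/Cvi list these SNPs held 47.4% of the misclassified counts, and without them the share was 2.11%. Part of the paper's final lists, made after its filter, could be compared with the SNPs that had reads. All 310 Col/Cvi SNPs in that range were on the final list, and so were 196 of 204 Col/Ler SNPs. The shares given here are therefore mostly what remained after the paper's filter, not what it removed. With the 1% of SNPs with the most counts left out, the misclassified share was 6.58% in Col x Col with the Col/Cvi list, 1.82% and 1.56% in Cvi x Cvi, 3.37% in Col x Col with the Col/Ler list and 6.60% in Ler x Ler.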

SNPs with p<0.05 were removed. This filtration method removed 5869 and 24,137 SNPs from the Col/Ler and Col/Cvi SNP lists respectively, after which we regenerated the Ler/Cvi SNP list to create the final lists of 378,743 Col/Ler SNPs, 555,801 Col/Cvi SNPs, and 619,477 Ler/Cvi SNPs (Supplementary file 2).

### Data access

Data is deposited under GEO accession number GSE52814 and is also available from the Dryad Digital Repository: http://dx.doi.org/10.5061/dryad.gv536.

How the deposited data were processed for this re-analysis (not part of the article)

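Small RNAs of 12 libraries from whole seeds at 6 DAP were analysed, 2 biological replicates each of Col x Cvi, Cvi x Col, Col x Ler, Ler x Col and Cvi x Cvi and 1 library each of Col x Col and Ler x Ler, with the female parent first. Crosses and replicates were taken from the labels and the paper. The Col x Col library was processed by the authors with both SNP lists and counted as 1 library. The mRNA and bisulfite sequencing experiments of the paper, its differentially methylated regions, and reads of 24 nt on their own were not analysed here.

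The authors trimmed reads by quality, removed adapters, and aligned reads with Bowtie 1.0.0, allowing 2 mismatches and placing a read with several best matches at 1 of them at random. Libraries of hybrids were aligned to a metagenome of both parental genomes, and positions were converted to TAIR10. Reads at tRNA, snRNA, rRNA and snoRNA genes were subtracted. The authors deposited a small RNA signal in RPM for windows of 300 nt that start every 200 nt, for reads of 21 to 24 nt together, with all aligned reads after that subtraction as the denominator. Because windows overlap, the values of a library sum to more than the RPM scale allows, so the unit is treated as a signal on the RPM scale, while the tests had been planned for RPM and were kept. The authors also deposited the count of reads that carry the base of each strain, or neither, at each SNP, with a read counted at every SNP that it overlaps and SNPs without reads not listed.

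All window values (100%) were whole multiples of the value of 1 read, which gave depths from 4669000 reads (Col x Cvi replicate 1) to 23620000 (Cvi x Col replicate 2). Allele-specific counts of the hybrid libraries ranged from 194666 (Col x Ler replicate 1) to 2936583 (Cvi x Col replicate 2). Shares of counts are given with 95% Wilson confidence intervals, and the smallest share that the depth can show was taken as 3 counts of the total. Intervals and floors cover counting error only. The nuclear chromosome lengths of the reference genome used here were those of the windows, and 99.9972% of Col/Cvi SNPs and 100% of Col/Ler SNPs carried the reference base as the Col base. Gene coordinates came from that reference's annotation, which is not the one that the authors used. Organelle windows and SNPs were left out of gene and bin results.

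For gene regions, each window stood for the 200 nt in its middle at its RPM per nt, and the level of a region was summed over it and given as RPM per kb. The regions were 1 to 2 kb 5′, 0 to 1 kb 5′, the first kb, the last kb, 0 to 1 kb 3′ and 1 to 2 kb 3′. In genes shorter than 1 kb, the first and last kb were cut to the gene, and levels were divided by that shorter length. Regions were compared over 12 libraries by two-sided exact sign-flip permutation tests. The gene sets were 170 listed MEGs, 166 of them in the annotation, and 19 PEGs found in the paper's text and source data, against 22547 and 37697 other annotated nuclear genes. Only part of the MEG and PEG lists was used here, and the background of MEGs was limited to the range of loci that the list covers. Sets were compared with the Mann-Whitney probability, ties counted as 0.5, and two-sided p-values from 100000 random gene sets, or exact where fewer sets exist, with Benjamini-Hochberg adjustment over 48 tests of levels and 16 of maternal fractions. Maternal fractions used counts of both replicates summed and at least 5 counts per region.

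The paternal share of a library was the share of all allele-specific counts that carried the father's base. It was corrected for misclassification, as an alternative, with the misclassified shares of both parental crosses. Shares were compared between crosses by two-sided exact permutation tests, whose smallest p is 0.333 for 2 libraries against 2. Bins of 1 kb with at least 20 allele-specific counts in each of the 4 libraries of a set of reciprocal crosses were sorted by whether over 50% of counts came from one parent or one strain in all 4. Windows with RPM of at least 1 in at least 2 libraries were compared between reciprocal crosses with limma 3.58.1 on log2(RPM + 0.5), with Benjamini-Hochberg adjusted p under 0.05, so fold changes of low windows are understated. edgeR 4.0.16 was run on the whole reads recovered from the values as an alternative, with library sizes from the RPM scale. The comparisons used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, matplotlib 3.10.9 for plots, and R 4.3.3.

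The dates that the authors attached to the libraries differ between the Col-Cvi crosses, the Col-Ler crosses and the parental crosses, while reciprocal crosses share a date. Comparisons between reciprocal crosses are therefore within a date, and those between the sets of crosses are not. Replicate numbers were used as a block only as an alternative, since same-numbered libraries did not deviate together (r = 0.0375 in Col-Cvi and -0.0963 in Col-Ler across windows, with 29749 and 9196 windows called with the replicate block).

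Genes and sites were named by a rule set before the data were examined. It covers the genes of Figure 2—source data 1, the genes for which the paper's text makes a statement on methylation or small RNAs, and for bins and windows the 5 with the highest mean RPM among those past the criterion in every library, of which the text gives some. Single genes that held most of a mean are named as well.

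The tests were checked on simulated data. Of 200 windows changed by 8-fold, limma recovered 200 in Col-Cvi and 197 in Col-Ler with 1 false call in each, and edgeR recovered 200 and 198 with 10 and 4 false calls. The gene-set test gave p under 0.05 for 5.6% of 2000 unchanged sets and for 82.9% of 2000 sets raised by 8-fold, each of 67 genes and without adjustment of p. For sets of 67 genes this was 61.95% at 4-fold and 26.75% at 2-fold, and for sets of 19 genes it was 39.25% at 8-fold, 26.55% at 4-fold and 12.7% at 2-fold. The sets were drawn at random from all annotated genes, with levels of the first kb in Col x Cvi. Levels were multiplied, so genes at 0 stayed at 0. Other regions and crosses were not simulated, nor was the share of sets found after adjustment over the tests. Levels of simulated 1-kb regions had a rank correlation of 0.983 with the reads drawn, with a ratio of 1.05. A simulated paternal share of 15% that was observed as 18.3% was corrected to 15.0%.

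Alternatives changed the SNPs used, the weight of SNPs with many counts, the counts required, the genes in the background, the gene sets, the pseudocount (0.1 and 2 in place of 0.5), the filter on low windows, the scaling of RPM, the test and the replicates included.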

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

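The tests of both patterns below were set before their results were seen. Both patterns come from comparisons of bins and windows over the whole genome that the paper does not report, and were not restricted to or kept apart from the genes that it discusses.

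In 9 of 1297 bins of 1 kb in the Col-Cvi crosses and 18 of 937 in the Col-Ler crosses, over 50% of allele-specific counts were paternal in all 4 libraries, although 75.5% or more of all such counts were maternal in every hybrid library. These bins held 0.0802% and 0.613% of the counts in the bins tested. The one with the highest level in the Col-Cvi crosses, on chromosome 5 from 14157001 to 14158000 at the pseudogene AT5G36015, had paternal shares of 74.9% and 69.1% in Col x Cvi and 54.8% and 59.5% in Cvi x Col. In the Col-Ler crosses it was the bin on chromosome 1 from 16352001 to 16353000, 3762 nt from AT1G43320, with 52.8% and 56.8% in Col x Ler and 50.3% and 50.6% in Ler x Col. The bin on chromosome 2 from 4330001 to 4331000, 1795 nt from AT2G10970, was paternal in both sets of crosses, with shares of 60.3%, 57.5%, 65.8% and 63.2% in the Col-Cvi libraries and 55.1%, 75.7%, 72.3% and 66.4% in the Col-Ler libraries.

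Sampling noise around equal shares was tested with the lower bound of each library's 95% Wilson interval. This bound was above 50% paternal in all 4 libraries in 3 bins, all in the Col-Ler crosses, and in 2 of them when 1 SNP per 50 nt was used. These 3 bins are on chromosome 1 from 13243001 to 13244000 and on chromosome 2 from 2536001 to 2537000 and from 4324001 to 4325000. The remaining bins did not meet this criterion, which 1 library with few counts is enough to fail. Sampling noise was not excluded for them as a group. The bin at 14157001 on chromosome 5 had bounds of 67.9% and 62.9% in Col x Cvi and 44.7% and 54.2% in Cvi x Col. The Col-Ler bounds were 41.3%, 68.9%, 63.4% and 60.3% at 4330001 on chromosome 2, and 45.1%, 51.9%, 44.8% and 46.6% at 16352001 on chromosome 1. In Col-Cvi the chromosome 2 bounds were 46.6% to 54.9%. Bounds above 60% argue against equal shares in those libraries. With over 60% paternal counts required, 0 and 3 bins remained. Reads that match several places were tested next. Of 299 SNPs in the paternal bins, 273 (91.3%) had 24 nt sequences that each occur once in the reference genome, but so did 86.0% of all Col/Cvi SNPs and 91.4% of all Col/Ler SNPs. Reads of 21 nt and reads with mismatches can match more places, and only the Col reference was used, so additional copies in Ler or Cvi were not tested, and the pattern cannot be told apart from that explanation. With only SNPs that had at least 10 parental counts and at most 5% of them misclassified, 8 bins in the Col-Cvi crosses and 9 in the Col-Ler crosses were paternal. A candidate explanation is that small RNAs at a few loci come mostly from the paternal genome, but this remains a hypothesis.

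Levels of 21 to 24 nt small RNAs differed between reciprocal crosses in 25348 of 87656 windows (28.9%) in Col-Cvi, of which 15814 were higher with a Col mother and 9534 with a Cvi mother, and in 6893 of 99070 windows (6.96%) in Col-Ler, of which 3342 were higher with a Col mother and 3551 with a Ler mother (limma, adjusted p under 0.05). The paper does not report this comparison. Neighbouring windows overlap and are not independent, so these are not numbers of loci. In Col-Cvi, RPM scaled to equal medians gave 9003 and 12479 windows, so the direction with more windows depended on the scaling. In Col-Ler it changed as well, to 3274 with a Col mother and 3263 with a Ler mother with RPM scaled to equal medians and to 2349 and 2121 with pseudocount 0.1. With the replicate block there were 29749 and 9196 windows, although replicates with the same number did not deviate together (r = 0.0375 in Col-Cvi and -0.0963 in Col-Ler across windows), the numbers being taken from the labels. With edgeR's quasi-likelihood test on whole reads there were 28991 and 8345. One window on chromosome 4 from 14531601 to 14531900, in AT4G29654, was higher when Col was not the mother, with a log2 fold change of 1.71 (standard error 0.291, adjusted p = 0.00188, limma) in Col-Cvi and 1.64 (standard error 0.384, adjusted p = 0.02, limma) in Col-Ler. The window on chromosome 4 from 4104801 to 4105100, 1442 nt from the pseudogene AT4G07031, had 5354 RPM in Col x Ler and 67.3 RPM in Ler x Col (log2 fold change -6.56, standard error 0.522, adjusted p = 2.16e-05, limma).

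These differences followed the parental crosses. The cross with the higher level had as its mother the strain with the higher level in the parental crosses in 84% of called windows in Col-Cvi and 96.0% in Col-Ler, where Col x Col and Ler x Ler have 1 library each. A difference in depth was tested by thinning the libraries to the smallest, 4669000 and 5103000 reads. In Col-Ler there were then 1727 windows higher with a Col mother and 1450 with a Ler mother, again the other direction. The share that followed the mother was 92.1% of 12199 called windows in Col-Cvi and 99.1% of 3177 in Col-Ler, so depth did not produce the pattern. A candidate explanation is that most small RNAs in these seeds are made from the mother's genome. If so, the log2 ratio of reciprocal crosses would follow that of the parental crosses more steeply at windows in mostly maternal bins than at windows in bins that favour one strain. The slopes were 0.754 and 0.153 in Col-Cvi and 0.703 and 0.0657 in Col-Ler, and the smaller of the differences between them was 0.601. The bins were sorted by allele-specific counts of the same libraries, so the slopes and the bins are not independent. Loss of the reads of one strain in alignment was not tested. With equal parental shares, such loss would lower both directions of a cross alike, since both were aligned to the same metagenome. With mostly maternal reads it would also follow the parental crosses. Differences in level between the strains cannot be told apart from it. The reciprocal crosses of each set share a date, so a batch of that kind does not separate them.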

How the results depend on the processing

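The alternatives were chosen before the data were examined, except the use of protein-coding genes only for maternal fractions, which was chosen after seeing the data. Where a value changed, the cause was not tested, except for the changes examined under Other observations. Of 311 values under an alternative, 165 kept their direction and their side of the threshold, or moved by less than the spread between replicates, 85 moved by more, 11 rose past the threshold, 5 fell below it and 45 reversed. The 165 include values that could not have changed. With 2 replicates, each lies less than 1 SD from their mean, so the 8 paternal shares with a replicate left out could not move by 1 SD, and 2 libraries against 2 cannot give an exact p under 0.05.

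The paternal share, which was 13.9, 6.30, 21.6 and 17.9% in Col x Cvi, Cvi x Col, Col x Ler and Ler x Col, moved by less than 1 SD when 1 SNP per 50 nt was used. With either replicate left out it was from 13.6 to 14.2, 5.72 to 6.88, 18.7 to 24.5 and 16.0 to 19.8%. In the same order of crosses it was 10.4, 4.20, 13.0 and 10.2% at SNPs with at least 10 counts in the parental crosses and at most 5% of them misclassified, 28.4, 17.3, 33.7 and 33.4% with the top 1% of SNPs left out, and 30.6, 20.4, 29.8 and 31.0% as a mean over bins of 10 kb. Corrected for misclassification, it was 10.6% in Col x Cvi and 14.5% in Ler x Col, and moved by less than 1 SD in the other crosses. The misclassified share of the parental crosses, 3.80, 0.983, 0.797, 2.60 and 4.37% (Col x Col and the Cvi x Cvi replicates with the Col/Cvi list, then Col x Col and Ler x Ler with the Col/Ler list), was 3.98, 1.04, 0.845, 2.69 and 4.37% with 1 SNP per 50 nt, and 6.58, 1.82, 1.56, 3.37 and 6.60% with the top 1% of SNPs left out.

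The maternal share stayed higher in Cvi x Col under every alternative run. The difference from Col x Cvi, 7.61 percentage points, was 4.93 with correction for misclassification, 6.16 with the filter on SNPs, 7.53 with 1 SNP per 50 nt, 10.2 as a mean over bins of 10 kb and 11.1 with the top 1% of SNPs left out, and from 6.77 to 8.45 across the fits that each left out one replicate. With the replicate block it was 7.61, since pairing leaves the mean difference as it is. The difference from the 6 other hybrid libraries was from 10.5 to 12.5 across fits that each left out one replicate. It was 6.98 with the filter on SNPs, 10.0 as a mean over bins of 10 kb, 10.4 with 1 SNP per 50 nt and 14.5 with the top 1% of SNPs left out. With correction for misclassification it was 9.51 percentage points and no longer past the threshold (exact permutation p = 0.107).

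Numbers of bins by parent of origin followed the counts required. With at least 10 counts per library there were 18 paternal, 1492 maternal, 165 Col and 329 Cvi bins in the Col-Cvi crosses and 51 paternal, 853 maternal, 236 Col and 276 Ler bins in the Col-Ler crosses, and with at least 40 there were 3 paternal, 504 maternal, 26 Col and 58 Cvi bins, and 8 paternal, 258 maternal, 41 Col and 53 Ler bins. With over 60% required in all 4 libraries there were 0 paternal, 817 maternal, 34 Col and 93 Cvi bins, and 3 paternal, 414 maternal, 55 Col and 87 Ler bins. With the filter on SNPs, the Col-Cvi numbers stayed within a factor of 1.5 of those reported, and in the Col-Ler crosses there were 9 paternal, 386 maternal, 61 Col and 57 Ler bins.

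For small RNA levels, none of the alternatives other than protein-coding genes took a comparison past an adjusted p of 0.05. With protein-coding genes only, the probability that a MEG exceeded a background gene in the first kb rose past the threshold in Col x Cvi (0.620), Cvi x Col (0.660) and Col x Ler (0.601), and the probability for PEGs did so in all 4 crosses, at 0.649, 0.680, 0.688 and 0.710 in the kb 5′ of the gene and 0.658, 0.673, 0.776 and 0.669 in the first kb. The direction for MEGs reversed, without passing the threshold, in the kb 5′ of the gene in Cvi x Col (0.515) and Ler x Col (0.542), and in the first kb in Ler x Col (0.545).

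With only genes above RPM 0, the direction for MEGs reversed in the kb 5′ of the gene in Col x Cvi (0.478) and Col x Ler (0.471) and in the first kb in Col x Cvi (0.440) and Col x Ler (0.446), as did that for PEGs in the first kb in Col x Cvi (0.495). With MEGs of all crosses it reversed in the kb 5′ of the gene in Col x Cvi (0.495) and Col x Ler (0.499) and in the first kb in Col x Cvi (0.494). With genes evaluated for imprinting as background, which left 6 MEGs in the Col-Cvi crosses, 4 in the Col-Ler crosses and 3 PEGs, it reversed in the first kb in Cvi x Col (0.467) and Col x Ler (0.444), and in the kb 5′ of the gene in Ler x Col (0.639), while it rose to 0.704 in the first kb in Col x Cvi. For PEGs this background gave 0.842, 0.860, 0.899 and 0.847 in the kb 5′ of the gene and 0.630, 0.835, 0.867 and 0.795 in the first kb, with PEGs higher in all 8 comparisons (lowest unadjusted p = 0.00503, lowest adjusted p = 0.173, permutation tests). With only the PEGs of Figure 2—source data 1, the first kb in Ler x Col reversed (0.489). These reversed values lie on both sides of 0.5 and none passed the threshold.

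With one replicate left out at a time, which leaves 1 library per cross and no test, the probability for MEGs in the first kb ranged from 0.516 to 0.550 (Col x Cvi), 0.564 to 0.574 (Cvi x Col), 0.515 to 0.528 (Col x Ler) and 0.474 to 0.485 (Ler x Col), and in the kb 5′ of the gene from 0.471 to 0.473 (Cvi x Col), 0.507 to 0.517 (Col x Ler) and 0.486 to 0.493 (Ler x Col). For PEGs it ranged from 0.498 to 0.600 (Col x Cvi), 0.538 to 0.601 (Cvi x Col) and 0.566 to 0.686 (Col x Ler) in the first kb, and from 0.597 to 0.604 (Col x Cvi), 0.599 to 0.625 (Cvi x Col), 0.598 to 0.630 (Col x Ler) and 0.624 to 0.627 (Ler x Col) in the kb 5′ of the gene. Crosses not listed kept both values within the spread between replicates.

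For maternal fractions, no alternative passed an adjusted p of 0.05. In the first kb of MEGs, the direction reversed with at least 10 counts in Col x Cvi (0.473), with protein-coding genes only in Col x Cvi (0.333) and Ler x Col (0.461), with the filter on SNPs in Cvi x Col (0.392) and Col x Ler (0.382), and with 1 SNP per 50 nt in Cvi x Col (0.468). In the kb 5′ of MEGs it reversed with the filter on SNPs in Col x Cvi (0.501) and Ler x Col (0.503), with 1 SNP per 50 nt in Col x Cvi (0.510) and Ler x Col (0.512), and with protein-coding genes only in Cvi x Col (0.488). Genes evaluated for imprinting as background gave a value for MEGs only in the kb 5′ of the gene in Col x Cvi, from 1 MEG. For PEGs they gave values only in Col x Cvi (0.138, from 1 PEG) and Ler x Col (0.941, from 2 PEGs), since too few genes were left elsewhere. A single gene cannot show a direction for the set, although the value for PEGs in Col x Cvi is counted among those reversed. With one replicate left out, the probability for MEGs ranged from 0.395 to 0.527 (Col x Cvi), 0.375 to 0.623 (Cvi x Col), 0.410 to 0.579 (Col x Ler) and 0.586 to 0.609 (Ler x Col) in the first kb and from 0.491 to 0.491 (Col x Cvi), 0.266 to 0.367 (Col x Ler) and 0.279 to 0.451 (Ler x Col) in the kb 5′ of the gene, and that for PEGs from 0.616 to 0.692 (Col x Cvi), 0.474 to 0.612 (Cvi x Col) and 0.575 to 0.676 (Ler x Col).

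The region profile depended on how genes were weighted. With the share of genes above RPM 0 in place of the mean level, the kb 5′ of the gene exceeded the region 1 to 2 kb 5′, the first kb, the last kb, the kb 3′ and the region 1 to 2 kb 3′ by 2.83, 7.81, 6.35, 1.47 and 4.05 percentage points for all genes. This reversed the differences in mean level from the first kb, the last kb and the kb 3′, while the differences in mean level from the region 1 to 2 kb 5′ (-0.0346 RPM per kb, exact p = 0.759) and the region 1 to 2 kb 3′ (-0.134, exact p = 0.247) had been within the spread between libraries. For MEGs the direction reversed against the kb 3′ (1.31) and the region 1 to 2 kb 3′ (3.46), while the differences from the region 1 to 2 kb 5′ (0.803) and the first kb (1.91) were no longer past the threshold. For PEGs it reversed against the last kb (5.26), the kb 3′ (9.65) and the region 1 to 2 kb 3′ (17.5), and the difference from the first kb (4.82) fell below the threshold. With only genes at least 2 kb from the next gene, which left 9 MEGs and 3 PEGs, the kb 5′ of all genes was higher than the region 1 to 2 kb 5′ by 7.03 RPM per kb, than the kb 3′ by 8.29 and than the region 1 to 2 kb 3′ by 11.1, of which the difference from the kb 3′ had been past the threshold in the other direction, but stayed below the first and last kb. For MEGs the difference from the region 1 to 2 kb 5′ reversed to -0.292 and that from the last kb fell to 0.412, below the threshold. For PEGs the differences from the first kb (-11.2), the last kb (1.00), the kb 3′ (3.14) and the region 1 to 2 kb 3′ (3.29) all reversed.

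The number of windows that differed between reciprocal crosses, 25348 in Col-Cvi and 6893 in Col-Ler, stayed within a factor of 1.5 with the replicate block (29749 and 9196), edgeR on whole reads (28991 and 8345), RPM scaled to equal medians, pseudocount 2 and no filter beyond RPM above 0. It was 12590 in Col-Cvi with RPM of at least 5 required, and 4470 in Col-Ler with pseudocount 0.1. In Col-Cvi, RPM scaled to equal medians also changed which direction had more windows, from 15814 with the Col mother against 9534 with the Cvi mother to 9003 against 12479. In Col-Ler the direction with more windows changed from 3342 with the Col mother against 3551 with the Ler mother to 3274 against 3263 with RPM scaled to equal medians and to 2349 against 2121 with pseudocount 0.1. Windows were not called with a replicate left out, since 1 library then remains for one of the crosses. Windows at least 2-fold apart numbered 14682 in Col-Ler, and from 14742 to 24808 across the fits that each left out one replicate, and in Col-Cvi they stayed within a factor of 1.5. With a difference of at least 2-fold between the parental crosses, the share of called windows that followed the mother was 95.2% in Col-Cvi and 98.8% in Col-Ler.

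Depth limited the allele-specific results. The median number of counts behind a MEG's maternal fraction in the kb 5′ of the gene was between 14 (Col x Ler) and 26.5 (Cvi x Col), and for PEGs in the first kb 1 or 2 genes reached 5 counts in each cross. Libraries of low depth, such as Col x Cvi replicate 1 with 4669000 reads, hold 1 read per 0.214 RPM, so lower levels cannot be told from 0 there.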

Differences from the paper's values

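For the percent of allele-specific counts from Col, the largest gap to the paper's 21 to 24 nt values was 0.682 percentage points over 13 processed libraries. To its 24 nt values it was 1.40 over the 8 hybrid libraries. Alternatives set before the data were examined were compared with the 21 to 24 nt values. Over the 13 processed libraries the largest gap was 1.17 percentage points with 1 SNP per 50 nt and 16.6 with the top 1% of SNPs left out. Over the 8 hybrid libraries it was 3.40 with correction for misclassification, 8.64 with the filter on SNPs and 18.0 as a mean over bins of 10 kb.

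The paper places the highest average levels of small RNAs at the 5′ end of genes. It refers to box plots of 24 nt reads at MEGs, PEGs and genes that could be evaluated for imprinting. The means below use reads of 21 to 24 nt over all annotated nuclear genes, miRNA genes among them. Reads, genes and summary thus all differ, so these means cannot decide where 24 nt reads are highest at the paper's genes. Here the mean over all genes was highest in the last kb, at 20.5 RPM per kb against 7.95 in the kb 5′ of the gene, in 12 of 12 libraries. The share of genes with RPM above 0, an alternative set before the data were examined, was highest in the kb 5′ of the gene in 11 of 12 libraries. With the top 1% of genes of each region left out, a setting chosen after seeing the values, the mean was highest in the kb 5′ of the gene in 12 of 12 libraries, which follows from the 92.8% of the sum that these genes held in the last kb against 72.6% in the kb 5′ of the gene. It was also highest there in 12 of 12 libraries with protein-coding genes only and their top 1% left out, again chosen after seeing the values. With genes at least 2 kb from the next gene, and with protein-coding genes only, it was not.

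The paper reports that MEGs are enriched for small RNAs in the first kb in every cross. Here only part of the paper's lists of MEGs and PEGs was used. For MEGs no cross passed an adjusted p of 0.05, with probabilities of 0.547, 0.582, 0.534 and 0.487 for Col x Cvi, Cvi x Col, Col x Ler and Ler x Col. With protein-coding genes only, an alternative set before the data were examined, 3 of 4 crosses did (0.620, 0.660 and 0.601) and Ler x Col did not (0.545). With genes evaluated for imprinting as background, also set before the data were examined, the probabilities were 0.704, 0.467, 0.444 and 0.349 for 4 to 6 MEGs, and no cross passed. For the enrichment that the paper reports in the kb 5′ of the gene in some samples, no cross passed, also with protein-coding genes only, where the adjusted p-values from permutation tests were 0.0894, 0.718, 0.138 and 0.281. For PEGs, which the paper reports as enriched in the kb 5′ of the gene and in the gene body, no cross passed in either region (lowest adjusted p = 0.259), and with protein-coding genes only all 4 crosses passed in both regions. With genes evaluated for imprinting as background, 3 PEGs were higher in all 4 crosses in both regions, and none passed (lowest adjusted p = 0.173, permutation test).

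The paper reports that MEGs have more paternally derived small RNAs than genes that could be evaluated for imprinting. Here the probability that a MEG had a higher maternal fraction than a background gene in the kb 5′ of the gene was 0.457, 0.554, 0.353 and 0.499, and no cross passed an adjusted p of 0.05. With protein-coding genes only, an alternative chosen after seeing the values, it was below 0.5 in all 4 crosses (0.387, 0.488, 0.346 and 0.443), and no cross passed (lowest adjusted p = 0.274, permutation test). The median maternal fraction of background genes there was 75.0%, 82.1%, 73.3% and 71.4%, against the paper's values of about 88%, about 91%, about 87% and about 86% in Figure 5—figure supplement 3, read by eye. The medians for MEGs were 76.5%, 86.2%, 52.4% and 71.7%, against the paper's about 75%, about 85%, about 50% and about 70% in the same figure. In the first kb, the medians for MEGs were 66.3%, 88%, 73.3% and 69.2%, against the paper's about 49%, about 83%, about 60% and about 67% in Figure 5—figure supplement 3, and those for background genes were 65.2%, 75.0%, 66.7% and 62.5%, against the paper's about 84%, about 97%, about 80% and about 82%. The medians for PEGs in the kb 5′ of the gene were 91.4%, 71.1%, 90.8% and 87.2%, against the paper's about 88%, about 95%, about 94% and about 95% in that figure. The largest of these gaps, 23.9 percentage points, was for PEGs in Cvi x Col. With protein-coding genes only, the background medians in the kb 5′ of the gene were 83.7%, 88.9%, 81.6% and 80.0%. The largest gap to the paper for background genes was then 6 percentage points there, in place of 14.6, and 10.6 in the first kb, in place of 22. For MEGs this setting raised the largest gap from 2.38 to 12.5 in the kb 5′ of the gene and lowered it from 17.3 to 13.3 in the first kb.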

Other observations

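Of the tests below, those that left out the top 1% of genes, with or without genes that do not encode proteins, and those of misassigned reads, of preference for one strain and of small RNAs at background genes that do not encode proteins were chosen only after the result was seen.

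The paternal share depended on how many counts a SNP had. In the 1% of SNPs with the most counts it was 3.40% and 5.82% in Col x Cvi, 1.69% and 1.03% in Cvi x Col, 5.99% and 9.81% in Col x Ler, and 5.14% and 3.62% in Ler x Col, and at the remaining SNPs it was 29.5% and 27.3%, 16.5% and 18.1%, 29.3% and 38.1%, and 34.4% and 32.3%. Reads assigned to the wrong parent at SNPs with few counts were tested with the misclassified share of the same class of SNPs in the parental crosses. After this correction the share at the remaining SNPs was still higher in 8 of 8 libraries, between 16.2% and 38.6%. Reads that match more than 1 place in the genome were tested by keeping only SNPs whose 24 nt sequences occur once in the reference, and the share at the remaining SNPs was again higher in 8 of 8 libraries, between 16.2% and 38.2%. Between 84.8% and 90.8% of the remaining SNPs already met this condition, reads of 21 nt and reads with mismatches can match more places, and only the Col reference was used, so the pattern cannot be told apart from such reads. Reads of one strain assigned more readily would favour the same strain in both directions of a cross. Of the SNPs in the top 1% of both directions, 89.5% had most counts from the mother in both, 622 of 647 (96.1%) in Col-Cvi and 322 of 408 (78.9%) in Col-Ler. Most counts came from one strain in both directions at 2 SNPs for Col and 22 for Cvi, and at 23 for Col and 53 for Ler. These numbers largely restate the low paternal share of the top SNPs in both directions, so they are not an independent test. Repeated copies of the same fragment from PCR were not tested, and cannot be told apart from the pattern either. A candidate explanation is that the most abundant small RNAs of whole seeds are more strictly maternal than the rest, which remains a hypothesis, and no test here separates seed coat, embryo and endosperm.

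The region with the highest mean level was examined further. The top 1% of genes held 92.8% of the sum in the last kb and 72.6% in the kb 5′ of the gene. With these genes left out, the mean was highest in the kb 5′ of the gene in 12 of 12 libraries, but this restates their share of the sum and is not a separate test of a few genes taking most of the reads, from which the pattern cannot be told apart. Genes that do not encode proteins are a candidate explanation for the higher mean in the last kb. Over protein-coding genes the mean in the last kb was 6.82 ± 0.650 RPM per kb (SD, n = 12), against 20.5 over all genes, and it was no longer the highest. The highest was then the kb 3′ of the gene at 9.52 ± 1.07, followed by the region 1 to 2 kb 3′ at 8.02 ± 0.694 and the region 1 to 2 kb 5′ at 7.36 ± 0.493. The kb 5′ of the gene was highest in 0 of 12 libraries, at 5.71 ± 0.545. With protein-coding genes only and the top 1% of them in each region left out as well, the kb 5′ of the gene was highest in 12 of 12 libraries, at 1.55 ± 0.181, against 1.33 ± 0.147 from 1 to 2 kb 5′, 1.14 ± 0.120 in the kb 3′ and 0.494 ± 0.0608 in the last kb. No biological explanation was tested.

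MEGs passed an adjusted p of 0.05 against the background in the first kb only when it was limited to protein-coding genes, and then in 3 of 4 crosses, although the probability was above 0.5 in 3 of 4 crosses with all annotated genes as well. A candidate explanation is that genes that do not encode proteins hold more small RNAs. Among background genes, the 6626 that do not encode proteins exceeded the 15921 that do in the first kb in all 4 crosses, with a lowest probability of 0.697 in Cvi x Col. Their median level was between 0.773 and 1.06 RPM per kb, against 0.0473 to 0.0803 for protein-coding genes. A different background of this kind moves the comparison of MEGs, nearly all of which encode proteins, whatever their own level.

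Some genes that the paper names had enough allele-specific counts in the kb 5′ of the gene to give a maternal share with both replicates summed. For SUVH9 (AT4G13460), on the minus strand of chromosome 4 from 7823894 to 7827004, it was 91.4% (95% Wilson confidence interval 85.3 to 95.1, 128 counts) in Col x Cvi, 96.0% (92.7 to 97.8, 247 counts) in Cvi x Col, 95.9% (91.7 to 98.0, 169 counts) in Col x Ler and 96.4% (94.4 to 97.7, 501 counts) in Ler x Col. For VIM1 (AT1G57820), on chromosome 1 from 21413981 to 21418115, it was 65.4% (55.8 to 73.8, 104 counts) in Col x Ler and 87.2% (82.0 to 91.1, 211 counts) in Ler x Col. For AT4G23110, on chromosome 4 from 12110857 to 12111570, it was 100% (94.8 to 100, 70 counts) in Col x Cvi and 86.0% (74.7 to 92.7, 57 counts) in Cvi x Col. For FWA (AT4G25530), on chromosome 4 from 13038360 to 13042464, it was 100% (89.0 to 100, 31 counts) in Col x Cvi, 68.4% (46.0 to 84.6, 19 counts) in Cvi x Col and 90% (69.9 to 97.2, 20 counts) in Col x Ler. AT5G17165 had 0% maternal of 10 counts (0 to 27.8) in Col x Ler. AT2G25560, on chromosome 2 from 10880552 to 10883939, had high levels there, 26.0 ± 3.36 RPM per kb (SD, n = 2) in Col x Cvi, 12.5 ± 0.705 in Cvi x Col, 32.7 ± 1.74 in Col x Ler and 17.3 ± 3.94 in Ler x Col, but 7 allele-specific counts or fewer in each cross. These intervals cover counting error only.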
